# Metabolic and skeletal muscle dysfunctions correlate with fatigue behavior in an animal model of multiple sclerosis

**DOI:** 10.3389/fphys.2026.1892106

**Published:** 2026-08-11

**Authors:** Kody M. Moore, Marcella Whetsell, Lei Wang, Ethan M. Meadows, Amanda Stewart, Alan D. Mizener, Stuart A. Clayton, Lauren E. Rentz, Christa Lilly, John M. Hollander, Gangqing Hu, Emidio E. Pistilli, Edwin C.K. Wan

**Keywords:** EAE, fatigue, metabolism, multiple sclerosis, skeletal muscle

## Abstract

Multiple sclerosis associated fatigue (MS fatigue) is one of the most common and troubling symptoms experienced by people with MS, but the cause of MS fatigue remains unknown. The nature of cognitive and physical exhaustion suggests that MS fatigue can be a metabolic disease that impacts energy demanding processes such as neuronal activity and skeletal muscle contraction. In this study, we investigated how autoimmune-mediated inflammation causes skeletal muscle atrophy and metabolic dysfunctions, which may contribute to MS fatigue. Using a relapsing-remitting model of experimental autoimmune encephalomyelitis (EAE), we found that disease manifestations substantially altered the metabolic activities of the mice over time. EAE decreased muscle mass and force production in both fast extensor digitorum longus (EDL) and slow soleus muscles but only increased the rate of fatigue in the EDL muscle. Gene expression analysis of the EDL muscle shows that genes related to cellular respiration and mitochondrial functions were significantly downregulated when EAE manifestations were the most severe, but the phenotype was reversed during disease remission. In addition, EAE-induced mice showed fatigue behavior during a maximal treadmill test. Surprisingly, this fatigue behavior was also observed with mice immunized with a CNS non-specific antigen, suggesting there are contributions from central nervous system-independent immune activation. To our knowledge, this is the first report to characterize skeletal muscle properties and fatigue behavior in mice following EAE induction.

## Introduction

Multiple sclerosis associated fatigue (MS fatigue) is an “invisible” symptom without a clear clinical definition, so patients often find it difficult to explain their fatigue to others. MS fatigue is sometimes described by patients as general weakness or lack of energy, but for some patients it may be a complete mental and physical exhaustion, known as “lassitude”. MS fatigue can occur suddenly without reason, lasting for a very long time, and cannot be resolved even after rest. Some patients experience chronic MS fatigue, meaning that the symptoms are consistently present even when resting. Medications prescribed for MS fatigue are stimulants of the central nervous system (CNS) that do not resolve the root of the problem. Thus, we sought to elucidate mechanisms by which MS causes fatigue.

Primary causes of MS fatigue such as brain atrophy, axonal loss, and immune activation are proposed but their correlations are more suggestive than definitive (Chaudhuri and Behan, 2004; Braley and Chervin, 2010). Fatigue tends to be more common in patients with progressive disease, but there is no definite correlation between fatigue and MRI findings on total lesion load, number of enhancing lesions, or whole brain atrophy (Bakshi, 2003). Some studies suggest that cortical atrophy may be correlated with MS fatigue (Cantor, 2010; Pellicano et al., 2010), but a causal relationship has not been established. Importantly, cortical atrophy cannot explain why over 80% of MS patients, including those with predominantly white matter lesions, suffer from fatigue. Similarly, secondary causes such as depression, medications, and sleeping disorders cannot fully explain the prevalence of MS fatigue. Importantly, there is a lack of research investigating possible CNS-independent mechanisms on MS fatigue.

Metabolic and mitochondrial dysfunction can contribute to both MS and fatigue. The rate of oxygen consumption, oxidative phosphorylation, and ATP generation by mitochondria directly impact many cellular processes. Neuronal activity and skeletal muscle contraction both require a high demand of ATP. Several studies have shown that functional axonal mitochondria are essential to maintain the integrity of axonal structure (Waxman, 2006; Tsutsui and Stys, 2013). In demyelinated axons, mitochondria accumulate to meet a higher demand of energy imposed by the loss of myelin (Mahad et al., 2009; Kiryu-Seo et al., 2010). Importantly, several post-mortem studies reported mitochondrial abnormalities within neurons (Dutta et al., 2006; Broadwater et al., 2011; Campbell et al., 2011; Witte et al., 2013). The cause of mitochondrial dysfunction in neurons is not known, but it could be caused by immune activation and inflammation. Similarly, immune activation could directly cause muscle fatigue. Using clinical samples and a xenograft mouse model of breast cancer-induced muscle fatigue, we demonstrated that peripheral factors produced by cancer cells can remotely impact metabolic and mitochondrial activity of skeletal muscle, leading to muscle fatigue (Wilson et al., 2019, 2021). Although the cancer-induced fatigue and MS fatigue may be caused by different mechanisms, our studies suggest that a CNS-independent mechanism that contributes to MS fatigue may exist. In this study, we used a relapse-remitting MS (RRMS) model of experimental autoimmune encephalomyelitis (EAE) to address our central hypothesis that the autoimmune-mediated inflammation causes skeletal muscle atrophy and metabolic dysfunctions, thereby contributing to fatigue-like behavior in mice. This work would challenge the current dogma that chronic MS fatigue is attributed primarily to CNS pathology.

## Methods

### Mice

Female SJL/J mice (JAX 000686) were purchased from The Jackson Laboratory. The mice were housed under specific-pathogen-free facilities at West Virginia University Health Sciences Center. All studies were conducted in accordance with West Virginia University Animal Care and Use Committee guidelines.

### EAE induction and assessments

Female SJL/J mice were immunized subcutaneously with 100 μg [Ser^140^]-PLP_139–151_ emulsified in 200 μl complete Freund’s adjuvant (CFA) (Hooke Laboratories EK-0120) into the upper and lower flank. Control groups included mice that were not immunized or immunized with 200 μg ovalbumin (OVA) emulsified in 200 μl CFA (Hooke Laboratories EK-0301). Clinical scores were measured daily based on the extent of ascending paralysis. A five-point scale was utilized: 0.5: the tip of the tail loses strength; 1: limp tail; 1.5: limp tail with disrupted gait; 2: inability to maintain hind limb separation upon suspension, one hind limb dragging; 2.5: complete paralysis of one hind limb, with or without dragging of another hind limb; 3: full paralysis of both hind limbs; 3.5: complete hind limb paralysis with partial fore limb paralysis; 4: complete hind and fore limb paralysis; 4.5: complete paralysis, the animal is not alert; 5: moribund. Clinical remissions and relapses were determined by a full 1-point change in clinical disease score. Full remissions were identified by animals maintaining a score of 0 for more than 1 day. By endpoint, the majority of animals present with no observable clinical disability.

### Animal metabolic assessments

Immediately following EAE induction, the mice were individually housed in the Comprehensive Lab Animal Monitoring System (CLAMS Model 2018, Columbus Instruments) for 40 days with continuous monitoring using Oxymax version 5.68 (Columbus Instruments). Food and water were added *ad libitum* and cage internal environments were kept consistent (23°C, 800.98mmHg, O_2_ in ≥20.58%, 12Hr day/night light cycle). At the beginning of each run as well as every 7-days, the instrument was first purged with nitrogen gas and subsequently recalibrated with span gas (20.85% O_2_, 5% CO_2_, and 74.15% N_2_, Airgas 40-4000617690-1). A Paramax 101 oxygen sensor and automatic carbon dioxide sensor (Columbus Instruments) was utilized to take environmental measurements. Any readings that deviated from standard environmental conditions resulted in that run being discarded and subsequently supplemented with additional biological replicates. Disease scoring and assessment of animals was performed off-cycle of cage sampling as to not affect internal environments. The volume of oxygen consumed by animals (vO_2_) and carbon dioxide produced by animals (vCO_2_) within the environment was recorded. The respiratory exchange ratio (RER) was calculated as vCO_2_/vO_2._ In brief, RER is used to determine substrate usage for metabolism and determines if animals are in a state of aerobic or anerobic state of metabolism. Key RER values are as followed: near or below a value of 0.70 indicates primary fat usage and is considered to be a state of starvation and is also correlated with long-term high intensity activity, values at or above 0.85 indicates a balanced usage of both carbohydrates and fats most commonly associated with a steady resting state, values near or at 1.0 indicates primary use of carbohydrates most commonly associated with activity, values exceeding 1.0 indicates a state of anerobic metabolism and is correlated with buildup of lactic acid. Additionally, each individual cage is outfitted with a laser grid allowing for real-time monitoring of ambulatory activity determined by beam breaks created by the animal within the grid. Analysis of data from the CLAMS system was performed using the CalR2 software (Mina et al., 2018).

### Muscle dissection and *ex vivo* assessments

Experimental mice were anesthetized with isoflurane (5% to induce anesthesia; 1.5-2% to maintain) prior to the dissection of extensor digitorum longus (EDL) and soleus muscles. Isometric contractile properties were examined in the muscles *ex vivo*, using established laboratory methodology (Pistilli et al., 2011, 2014). Briefly, nylon sutures were tied to the proximal and distal tendons of the muscles. Muscles were transferred independently to an oxygenated muscle stimulation bath containing Ringer’s solution (100 mM NaCl, 4.7 mM KCl, 3.4 mM CaCl_2_, 1.2 mM KH_2_PO_4_, 1.2 mM MgSO_4_, 25 mM HEPES, and 5.5 mM D-glucose) that was maintained at 22 °C. Muscle stimulation was performed using a commercially available muscle physiology system (Aurora Scientific, Ontario, CA). Muscle length was gradually increased to obtain the maximal twitch force response; this muscle length was recorded as optimal length (L_o_). Muscle contractile parameters obtained from maximal isometric twitch contractions included peak isometric twitch force, contraction time (CT), ½ relaxation time (½ RT), rate of force development (RFD), and rate of relaxation (RR).

With the muscle set at L_o_, muscles were stimulated with 500ms tetanic trains at increasing stimulation frequencies (i.e., 5, 10, 25, 50, 80, 100, 120, and 150 Hz) to establish the force-frequency relationship. Each contraction was followed by a 2-minute rest. Absolute isometric tetanic force was recorded at each stimulation frequency; nonlinear regression was used to generate a sigmoid curve relating this muscle force (*P*) to stimulation frequency (*f*), using the following equation: (Kiriaev et al., 2021).

$$P=P_{min}\;+\;\frac{P_{max}\;-\;P_{min}}{1\;+\;{\left(\frac{K_{f}}{f}\right)}^{h}}$$

The following parameters were obtained from the force-frequency curve: minimum force (*P*_min_), maximum force (*P*_max_), half-frequency (*K*_f_), and the Hill Coefficient (*h*). *K*_f_ is defined as the frequency at which the developed force is the midpoint between *P*_min_ and *P*_max_, where *h* is defined as the slope of the force-frequency sigmoidal curve (Kiriaev et al., 2021). Maximal isometric tetanic force was obtained from the force-frequency curve.

Muscle fatigue was analyzed using repeated 40 Hz tetanic trains that occurred once per second and lasted 330ms, for a total of 6 minutes (Pistilli et al., 2011). Muscle cross-sectional area (CSA) was calculated by dividing the muscle mass by the product of the muscle density coefficient (1.06 g. cm^3^), muscle L_o_, and the fiber length coefficient (EDL: 0.45); this CSA value was used to calculate muscle specific force (i.e., force mN. muscle CSA^–1^) (Brooks and Faulkner, 1988; Lynch et al., 2001).

### RNA-seq

EDL muscles were dissected from SJL mice 14 and 40 days following EAE induction, then homogenized with TissueRuptor Disposable Probes (Qiagen #990890). RNA was then purified using the RNeasy Fibrous Tissue Mini Kit (Qiagen #74704) according to the manufacture protocol. >1μg of RNA from each sample was sent to Admera Health (South Plainfield, NJ) for library construction and sequencing. Isolated RNA quality was assessed by High Sensitivity RNA TapeStation (Aligent Technologies) for RIN values >7 for all samples. Isolated RNA was quantified by Infinite F Nano+ 200 Pro Tecan (Tecan, Switzerland). Libraries were constructed using NEBNext Poly(A) mRNA Magnetic Isolation Module and NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (New England BioLabs). Final library quantities were assessed by Qubit 2.0 (ThermoFisher) and quality was assessed by High Sensitivity D1000 TapeStation ScreenTape (Aligent Technologies). Final library size was ~435bp with an insert size of ~305bp. Equimolar pooling of libraries was performed based on QC values and sequenced on Illumina NovaSeqX Plus 10B (Illumina) with a read length configuration of 150 PE for 40M PE reads (20M in each direction).

RNA-Seq data analysis was performed following protocols established in our previous work (Dziadowicz et al., 2022). Briefly, paired-end reads were aligned to the mouse reference genome (mm10) using Subread v2.0.1 (Liao et al., 2013). Gene-level counts were obtained by summarizing reads aligned to their RefSeq transcripts with featureCounts (Liao et al., 2014). Gene expression levels were quantified as RPKM (reads per kilobase of exon model per million mapped reads) (Mortazavi et al., 2008). Principal component analysis (PCA) was conducted in R. Gene Set Enrichment Analysis (GSEA) (Subramanian et al., 2005) was conducted to infer functional relevance by assessing the significance on the preferential upregulation of predefined reference gene sets in one condition over another using GSEA v4.0.2, with reference gene sets including the MSigDB hallmark collection and Gene Ontology Biological Processes (GOBP). Heatmaps of gene expression patterns were generated using MeV software (Howe et al., 2011). Differentially expressed genes were identified by EdgeR (Robinson et al., 2010) using the following thresholds: FC > 1.5, FDR < 0.05, and expressed in at least one of the compared conditions (RPKM > 3).

### Isolation of mitochondria

EDL and soleus muscles were placed in ATP Medium (100 mM KCl, 10 mM Tris-Base, 5 mM MgSO_4_, 1 mM EDTA, 1mM ATP, 0.5% BSA, pH 7.4) immediately after resected and placed on ice until all samples are collected. The samples were minced in 1 ml of Proteinase Medium (ATP Medium + 2 mg/ml proteinase, type XXIV (Sigma-Aldrich P8038)), then incubated for 10 min on ice with gentle shaking. After incubation, 1 ml ATP Medium was added to inhibit the protease activity. The tissues were homogenized with a Teflon homogenizer with 5 strokes in 2 ml ATP Medium. The homogenate was spun down at 1,600 rpm for 5 min. The supernatant was further spun down at 6,000 rpm for 10 min. The pellet was resuspended in 2 ml KCl Medium (100 mM KCl, 10 mM Tris-Base, 5 mM MgSO_4_, 1 mM EDTA, pH 7.4) and centrifuged at 6,800 rpm for 10 min. Finally, pellet containing isolated mitochondria was resuspended in 100 μl MAS Buffer (220 mM Mannitol, 10 mM Sucrose, 10 mM KH_2_PO_4_, 5 mM MgCl_2_, 2 mM HEPES, 1 mM EGTA, 0.2% fatty acid-free BSA). Protein concentration was determined by Bradford Protein Assay. The samples were diluted to 1 μg/μl for the Seahorse Mitochondria Stress Test.

### Seahorse mitochondria stress test

The Seahorse XF Pro platform (Agilent Technologies) was used to evaluate mitochondrial function by measuring oxygen consumption rate (OCR). One day before the assay, an XF Pro plate was hydrated with 175 μl of calibrant solution per well, sealed, and incubated at 37 °C overnight. On the day of the assay, the assay substrate (100 mM pyruvate and 20 mM malate) and four respiratory modulators (port A: 40 mM ADP solution, port B: 32 μM oligomycin, port C: 40 μM FCCP, port D: 40 μM rotenone and 40 μM antimycin A) were prepared. All were prepared in 10x concentration. The machine was calibrated 1 h prior to the beginning of the assay. To obtain the initial basal reading and the reading after injection of the respiratory modulators, the protocol was set as follow: 2 cycles of 30 sec mix, 30 sec wait, and 2 min measure at 37 °C. In each well, 2.5 μg of isolated mitochondria was loaded, and 12 technical replicates were included for each sample. Each well was then received 20 μl of pyruvate + malate substrate and brought up to 50 μl. After centrifugation at 1,900 x g for 20 min, the wells were brought up to 180 μl and the plate were incubated at 37 °C for 10 min. Seahorse Mitochondria Stress Test was performed using Seahorse XF Pro Analyzer. Data were collected using Seahorse Wave Pro software.

### Treadmill fatigue test

To assess for fatigue-like behavior phenotypes in EAE and control animals, treadmill fatigue testing was performed. The test was started 45 days following induction of disease and exclusion criteria included any animals that still exhibited physical disability due to disease and lasting functional motor deficits such as ataxia. A small number of animals refused to participate in the treadmill acclimation regimen and were also excluded from the study. Treadmill regimen and parameters were adopted from Dougherty et al (Dougherty et al., 2016). An Exer-6M Treadmill with a Simplex Controller (Columbus Instruments) was used to perform the study. Speed parameters were measured in meters per minute (m/min) with time and distance readouts in total seconds spent running and total distance in meters. The apparatus was also equipped with a shock grid to promote animal conditioning during training. The grid was set with shocks at 1Hz and 1mA. On the first day of training, animals were first allowed to briefly explore their individual lane of the treadmill. The treadmill was then set to 1 m/min and care was taken to ensure all animals could walk on the device. Intervention with light tail tapping was used to promote this as needed. Speed was slowly increased to 8 m/min gradually at the rate of 1 m/min every minute. Upon reaching 8 m/min a timer was started and speed was increased to 9 m/min after 5 minutes, 10 m/min at 7 minutes, and finally stopped at 10 minutes. Mice were allowed to briefly explore one last time before returning to standard housing. The parameters for days 2 and 3 of training are as followed: Speed was gradually adjusted up to 10 m/min and a timer was started. Treadmill speed was increased to 11 m/min at 5 minutes, 12 m/min at 10 minutes, and stopped at 15 minutes. On day 4 the fatigue test was carried out. Fatigue-like behavior was determined by animals that remained within 1 body length of the shock grid for 5 consecutive seconds. Animals that performed to failure and remained in the shock grid were deemed as fatigued. Treadmill speed was first brought up to 8 m/min and allowed to “warmup” for 5 minutes. The speed was then raised to 10 m/min and a timer was started. Every 10 minutes the speed of the treadmill was increased at a rate of 2 m/min. The raw readouts that were collected included the total distance ran in meters as well as the total time spent running in seconds.

### Statistical analysis

Statistical analyses were performed using SAS or GraphPad Prism. Specific statistical methods used in each experiment were described in the Figure Legends. For some analysis, AUC was conducted using total AUC setting a baseline parameter to 0. Alpha was set to 0.05 unless otherwise specified, such as when using Tukey-Kramer adjustments for multiple comparisons.

## Results

### Mild RRMS model of EAE to study MS fatigue

As most of the MS patients experience fatigue during the early stage of the disease without significant physical disability (i.e., relapse-remitting MS), we determined the feasibility of using a mild RRMS model of EAE to study chronic MS fatigue. We immunized female SJL mice with proteolipid protein 139–151 peptide (PLP_139-151_) emulsified in Complete Freund’s Adjuvant (CFA) without injecting pertussis toxin (PLP-CFA). The mice started to show typical EAE symptoms (see methods section) on day 12. Without pertussis toxin injection, the mice developed only mild physical disability at the peak of the disease (day 14-16), with most demonstrating one hind limb dragging (i.e., score = 2). The mice then rapidly entered the first remission (day 19-21) after the peak of disease, followed by a relapse on day 28, then entered a second remission (day 38-40) (**Figures 1A, B**). Most did not show signs of physical disabilities during remissions, which allowed us to evaluate their physical activities and fatigue levels without physical disability concerns. In addition, some mice were immunized with ovalbumin (OVA) emulsified in CFA (OVA-CFA) to distinguish between the neuroinflammatory mediated effect and the general immune activation caused by CFA. Using this model, we investigated mouse whole-body metabolism and physical properties of the skeletal muscles prior to EAE onset (day 9-11), during the peak of EAE (day 14-16), and during the chronic remission phase (day 38-40).

**Figure 1:**
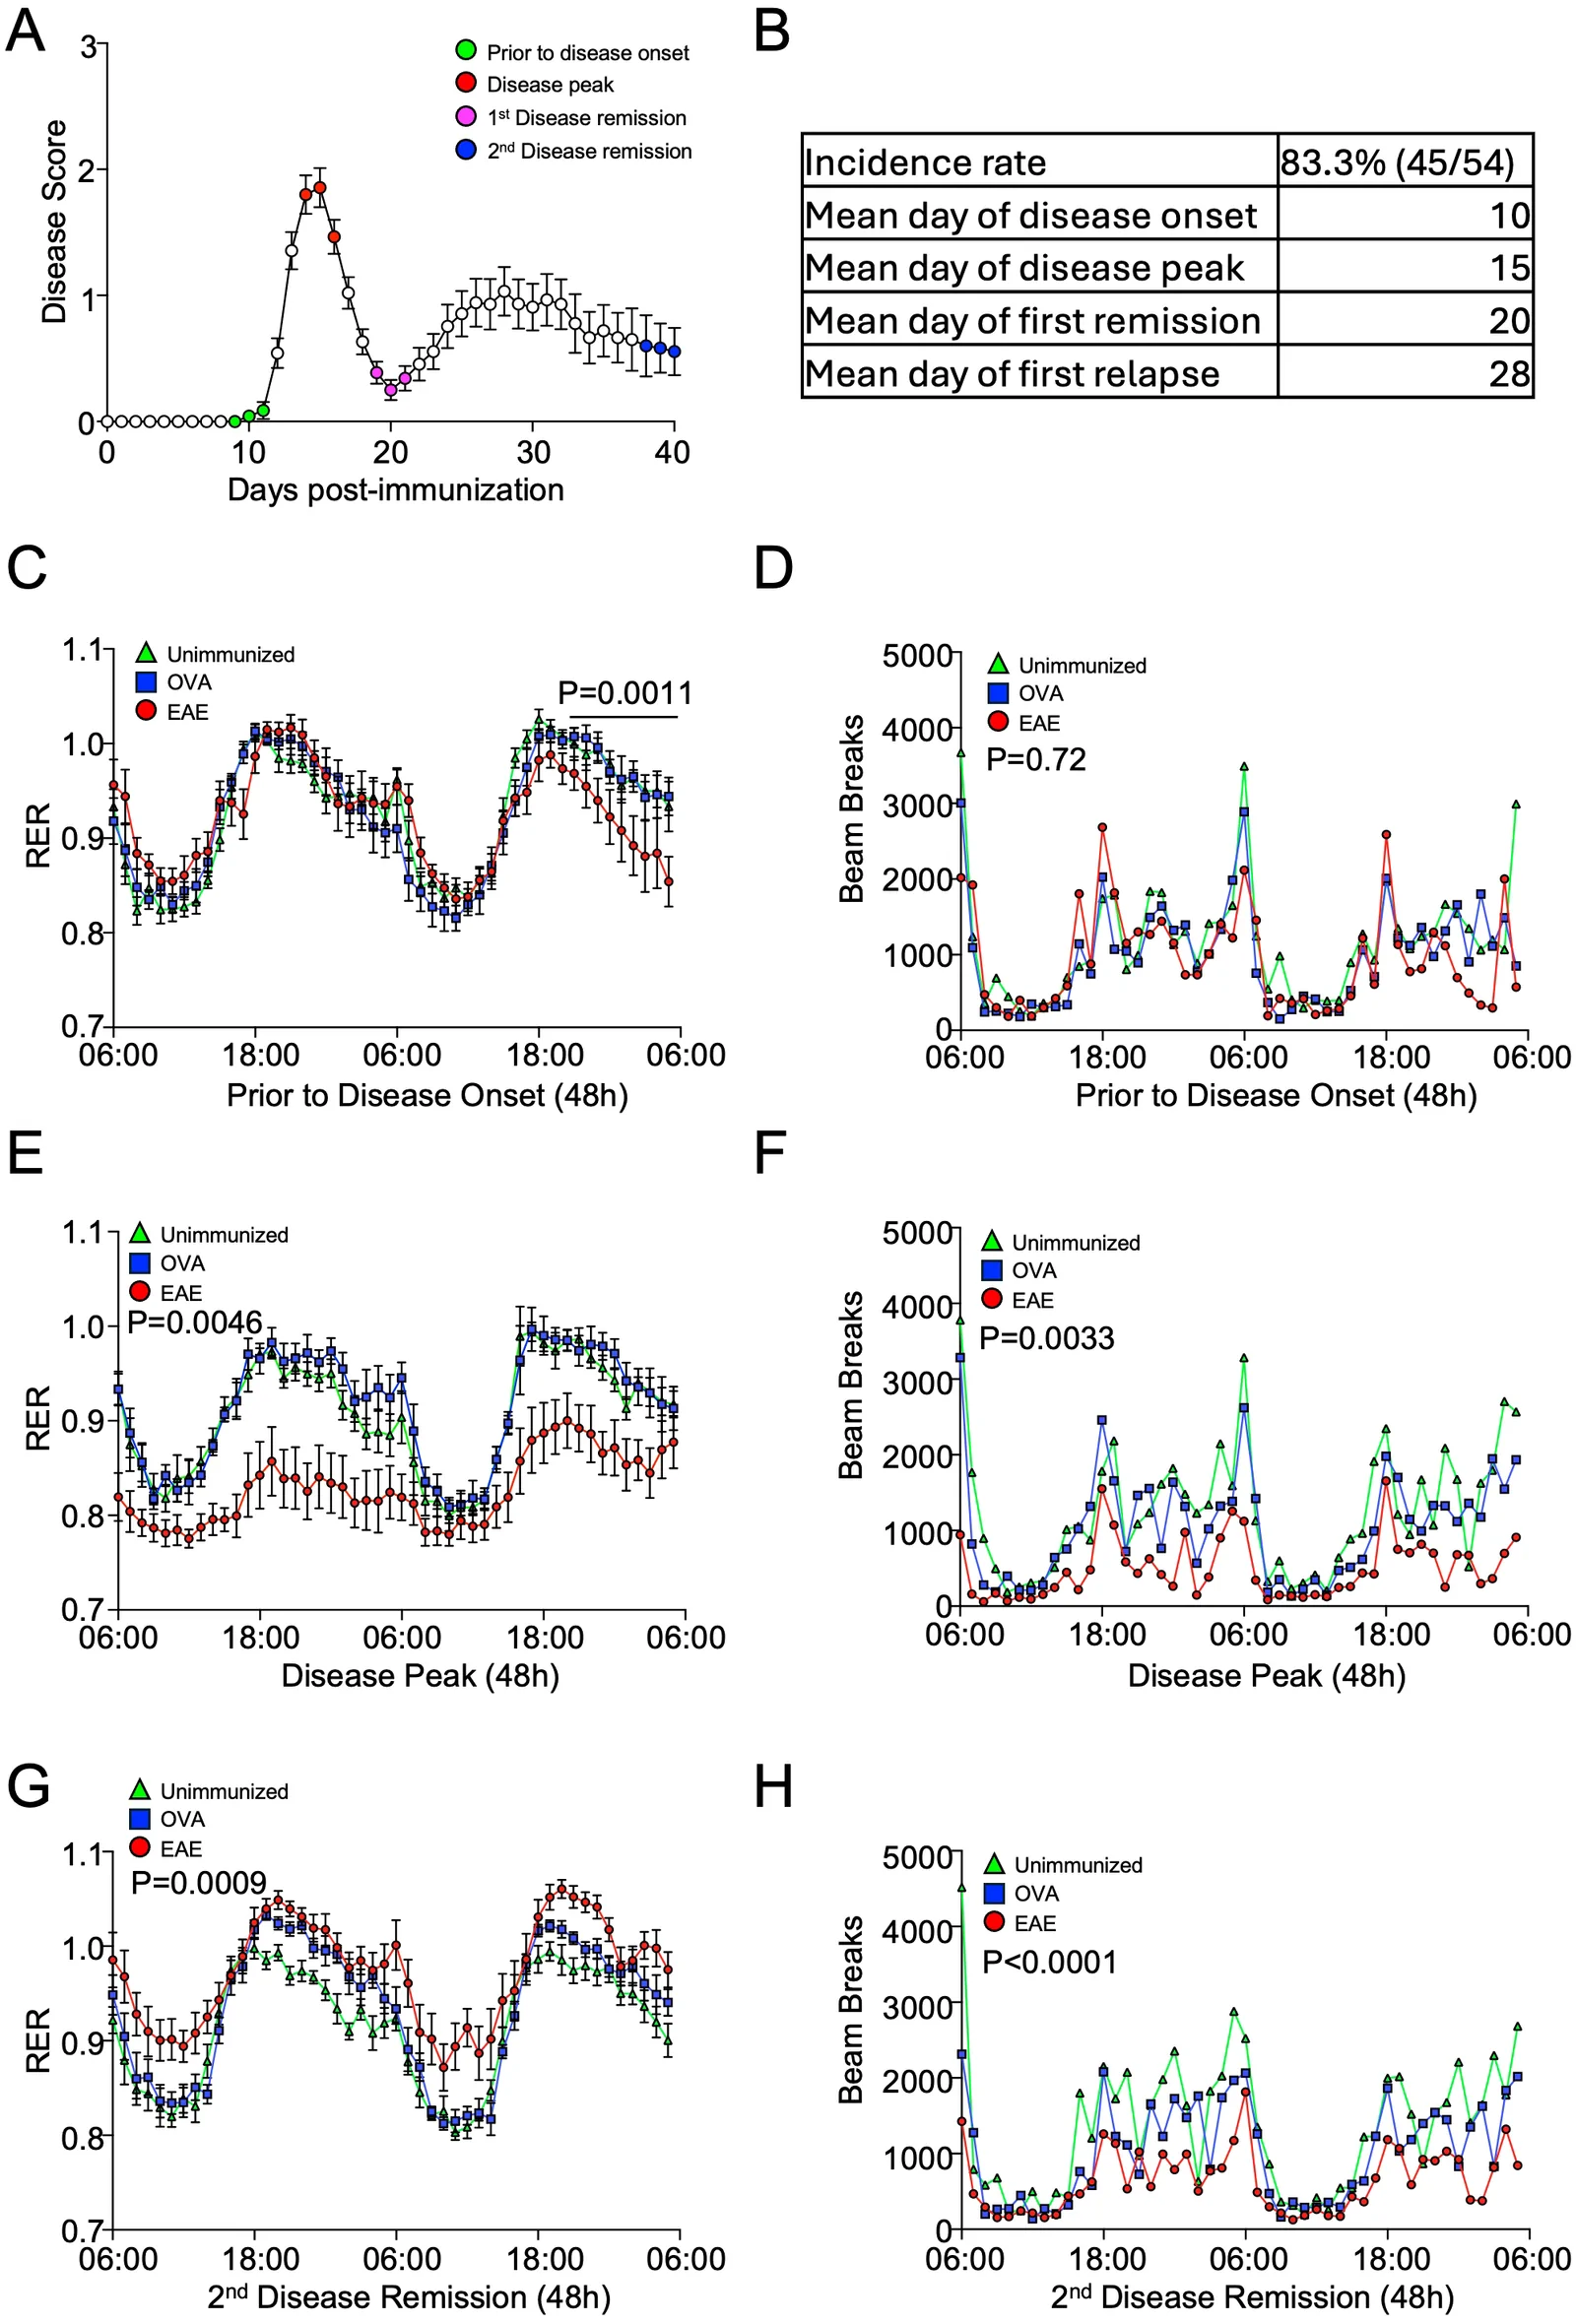
Respiratory Exchange Ratio (RER) dissociates with physical activities of the mice during chronic remission phase. **(A)** Average diseases score of SJL mice immunized with 100 μg [Ser^140^]-PLP_139–151_ emulsified in CFA. Mice were evaluated for 40 days. **(B)** EAE incidence rate, mean days of disease onset, peak, first remission, and first relapse are shown. n = 19. **(C-H)** RER **(C, E, G)** and Locomotion activities **(D, F, H)** of the unimmunized mice, OVA-immunized mice, and EAE-induced mice were monitored using CLAMS. Shown are data extracted 48 h prior to disease onset **(C, D)**, during the peak of disease **(E, F)**, and during the 2^nd^ disease remission phase **(G, H)**. Statistical analysis was performed by comparing area under the curve (AUC) value of each group using ANOVA with Tukey-Kramer adjustment. In C, the last 10 data points of each group were compared using linear mixed modeling. P-values shown are comparison between the unimmunized group and the EAE-induced group. There was no statistical difference between the unimmunized group and the OVA-immunized group in **(C-H)**. n = 6–7 per group.

### Respiratory Exchange Ratio (RER) dissociates with physical activities of the mice during chronic remission phase

We used the Comprehensive Lab Animal Monitoring System (CLAMS) to assess whole-body metabolic changes of the mice over the course of EAE. The respiratory exchange ratio (RER) was calculated by CO_2_ production relative to O_2_ consumption of each mouse, as indicative of the energy source utilized for cellular respiration. In addition, locomotion activities were monitored by infra-red beam sensors. Forty-eight hours prior to the disease onset (day 9-11), RER of all groups (unimmunized, OVA-CFA, EAE) were not significantly different and well correlated with the locomotion activities of the mice. RER raised from 0.8 in the morning to ~1 in the evening indicating the switch of energy source from fat to carbohydrates when the locomotion activities increased (**Figures 1C, D**). Interestingly, RER of the EAE-induced mice dropped in the last 10 hours on day 11, suggesting that metabolic dysregulation began before disease symptoms appeared (**Figure 1C**). During the peak of disease (day 14-16), both RER and locomotion activities were significantly reduced as expected, but the OVA-immunized mice were not affected, suggesting that metabolic dysregulation in this phase was caused by CNS demyelination-mediated disability but not the general immune activation by CFA (**Figures 1E, F**). During the chronic remission phase (day 38-40), even though the EAE-induced mice did not show signs of physical disability, their locomotion activities remained reduced (**Figure 1H**). However, in contrast to the peak of disease, RER of the EAE-induced mice was significantly increased as compared to the unimmunized and OVA-immunized mice (**Figure 1G**), suggesting a potential reduction of mitochondrional capacity. Thus, our data show a dissociation between locomotion activities and whole-body metabolism of the mice during the chronic remission phase of EAE.

### EAE decreases fatigue resistance of the fast extensor digitorum longus (EDL) muscle

Next, we asked whether EAE induction directly impacts the force output and fatigue properties of the fast extensor digitorum longus (EDL) and slow soleus muscles. Dissected muscles were stimulated *ex vivo*, representing a model to study the CNS-independent impact to the skeletal muscles. Before disease onset, muscle mass and maximal force output (tetanus) were comparable in the unimmunized, OVA-immunized, and EAE-induced groups. Intriguingly, two weeks after immunization (day 15), muscle mass and force output were significantly reduced in both OVA-immunized and EAE-induced mice as compared to the unimmunized group, suggesting that immunization with a CNS-unrelated antigen in CFA also affects skeletal muscles (**Figures 2A–D**). However, EDL muscle from EAE-induced mice but not OVA-immunized mice showed a fatigue phenotype compared to unimmunized mice (**Figure 2E**). The fatigue phenotype was not observed in soleus muscles, which are relatively fatigue-resistant due to a higher number of mitochondria (**Figure 2F**). Forty days after immunization, muscle mass and force output in both OVA-immunized and EAE-induced groups mostly returned to the level of unimmunized mice (**Figures 2A–D**). However, EDL muscles continued to show a fatigue phenotype, albeit to a lesser extent (**Figure 2G**). Overall, our data show that immunization with either CNS-specific or CNS-non-specific antigens emulsified in CFA reduced muscle mass and force output of both EDL and soleus muscles, but only immunization with a CNS-specific antigen caused EDL muscle fatigue (all data were summarized in **Table 1**).

**Figure 2:**
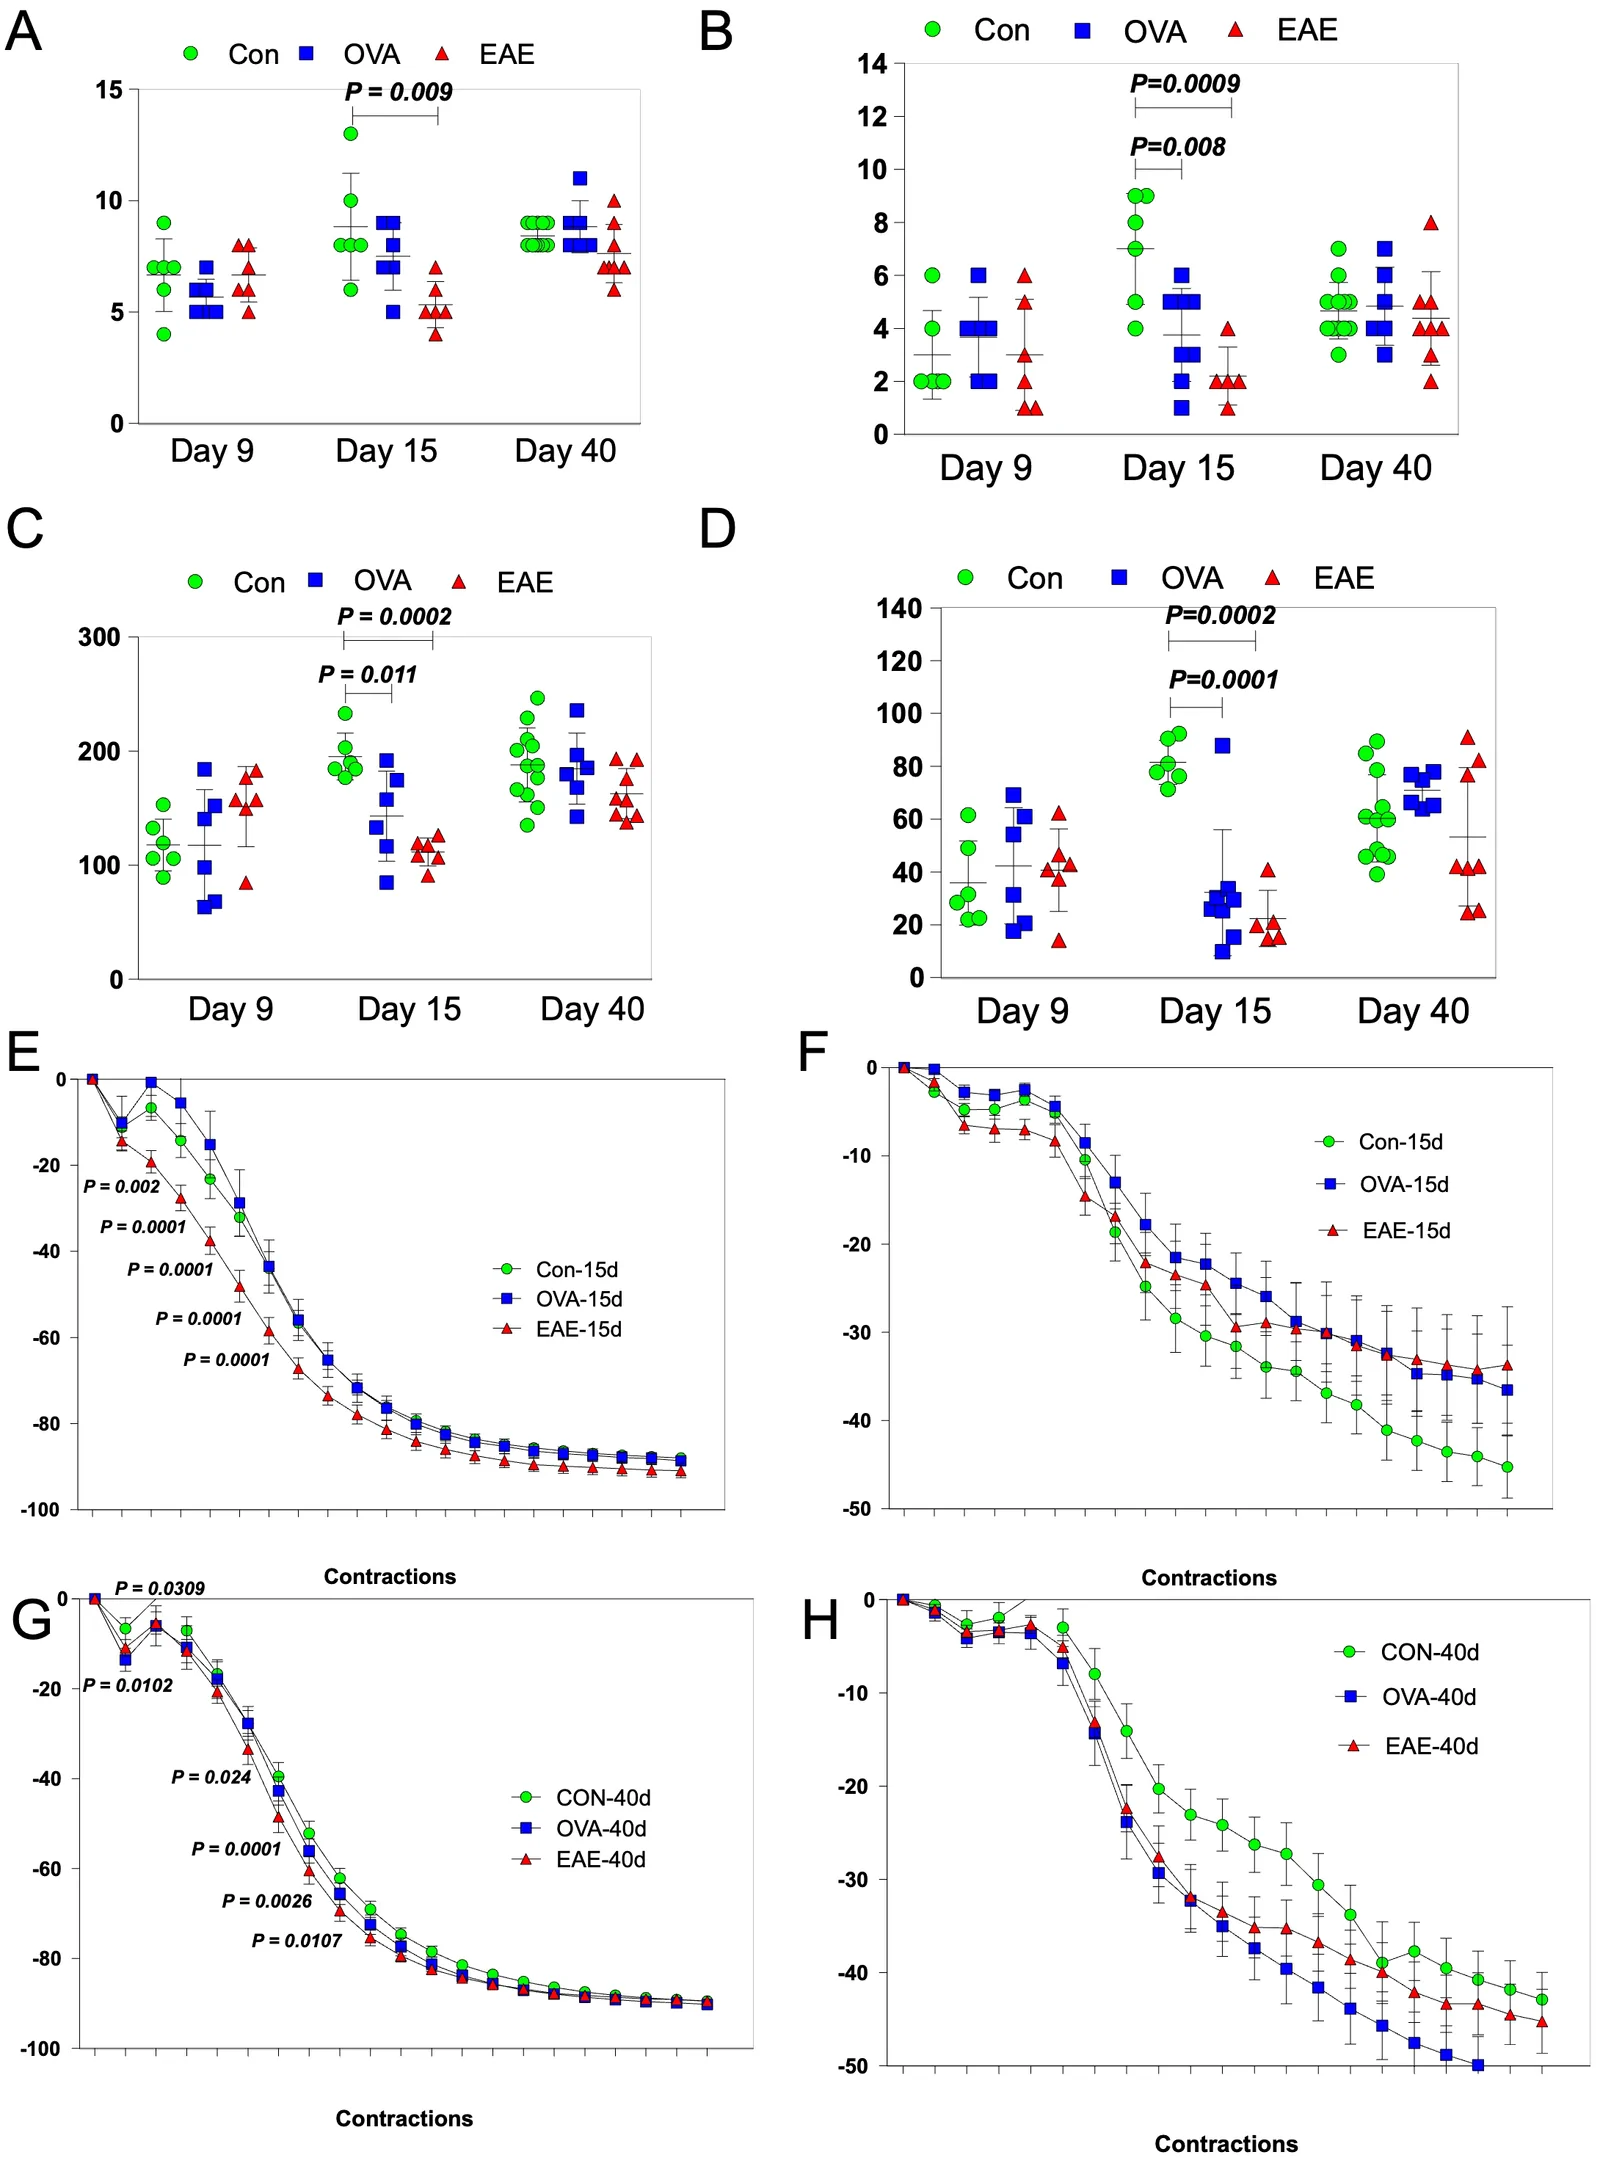
EAE decreases fatigue resistance of the fast EDL muscle. EDL and soleus muscles were dissected from SJL mice on day 9, 15, and 40 following EAE induction (EAE), OVA immunization (OVA), or from mice without immunization (Con). Muscle mass **(A, B)**, maximum force output (tetanus) **(C, D)**, and fatigue index **(E-H)** were measured. Statistical analysis was performed using a one-way ANOVA with Bonferroni *post-hoc* adjustment to compare group means for each day. Day 9: n = 6 per group; Day 15: n = 6 per group; Day 40: n = 12 for control, n = 6 for OVA and n = 8 for EAE.

**Table 1:** Muscle isometric twitch contractile properties.

EDL muscle					SOL muscle				
Day 9	Control	OVA	EAE	p-value	Day 9	Control	OVA	EAE	p-value
Twitch (mN)	26.8 ± 8.7	25.6 ± 8.8	29.7 ± 10.1	0.731	Twitch (mN)	6.0 ± 2.0	5.9 ± 2.4	5.8 ± 1.7	0.986
Twitch CT	20.0 ± 6.3	20.0 ± 8.9	23.3 ± 8.2	0.706	Twitch CT	70.0 ± 8.9	50.0 ± 0.0	55.0 ± 12.2	0.003
Twitch ½ RT	33.3 ± 5.2	30.0 ± 6.3	33.3 ± 5.2	0.506	Twitch ½ RT	96.6 ± 15.1	85.0 ± 15.2	93.3 ± 17.5	0.316
Day 15					Day15				
Twitch (mN)	36.0 ± 5.1	29.5 ± 10.8	30.0 ± 4.2	0.266	Twitch (mN)	9.6 ± 2.0	4.2 ± 2.1	4.0 ± 0.9	P<0.0001
Twitch CT	16.6 ± 5.2	18.3 ± 7.5	21.6 ± 7.5	0.454	Twitch CT	58.3 ± 7.5	60.0 ± 16.0	60.0 ± 12.2	0.967
Twitch ½ RT ^a,b,c^	23.3 ± 5.2	30.0 ± 6.3	36.6 ± 5.1	P<0.001	Twitch ½ RT ^a,b,c^	68.3 ± 7.5	71.5 ± 13.6	96.0 ± 13.4	0.003
Day 40					Day 40				
Twitch (mN)	36.6 ± 8.3	36.7 ± 10.1	31.7 ± 5.0	0.362	Twitch (mN)	6.4 ± 1.9	9.3 ± 0.7	8.4 ± 4.6	0.121
Twitch CT	20.0 ± 4.3	25.0 ± 22.6	10.0 ± 5.3	0.454	Twitch CT	54.1 ± 13.1	61.6 ± 7.5	65.0 ± 10.7	0.117
Twitch ½ RT	26.6 ± 4.9	25.0 ± 5.5	26.2 ± 5.2	0.809	Twitch ½ RT	68.3 ± 10.3	73.3 ± 10.3	85.0 ± 11.9	0.009

^a^Con vs OVA, ^b^CON vs EAE; ^c^OVA vs EAE.

mN, millinewton; CT, contraction time; ½ RT, half relaxation time.

### EDL muscle shows distinct gene signature in active phase and remission phase of EAE

Given that EAE induction caused physiological fatigue in the EDL muscle, we evaluated changes of cellular metabolism-related molecular pathways in the EDL muscle on day 14 (peak) and 40 (chronic remission) following EAE induction using RNA-Seq. 

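EDL muscle was taken for RNA-Seq from 5 mice in each of 6 groups: unimmunized (Ctrl), OVA-immunized and EAE-induced mice on day 14, and the same groups on day 40. Each of the 30 mice was sampled once, so day 14 and day 40 were compared between different mice. The paper gives the antigen as 100 μg of PLP peptide for EAE induction and 200 μg of ovalbumin (OVA), each with 200 μl of complete Freund's adjuvant (CFA), while the design description deposited with the data writes 100 mg and 200 mg. Poly(A) RNA was sequenced in paired-end reads, which the authors aligned to the mm10 mouse genome with Subread and assigned to RefSeq transcripts with featureCounts. They quantified each gene as RPKM, the reads on its exons scaled by exon length and by the mapped reads of the library. The deposited table holds 21073 genes in the 30 mice, and its values are log2(RPKM + 1), with 0.0001 in place of a gene without a read. This scale was read from the values: among 2543 values of 1036 genes with few reads, 87.4% were whole multiples of the step that 1 read adds when taken as log2(RPKM + 1), against 18.0% when taken as RPKM and 70.1% when taken as natural logarithms. The values were converted back to RPKM. From the same steps and each gene's exon length, the reads assigned to genes were estimated at 18.0 to 24.5M per mouse, with group medians of 21.9M (Ctrl), 19.3M (OVA) and 20.8M (EAE) on day 14 and of 21.9, 21.0 and 21.5M on day 40. The paper states a depth of 40M paired-end reads, 20M in each direction, which comes to 20M pairs if each end of a pair is counted as a read. In 60 pairs of mice from the same group, the squared difference in reads was divided by its sampling variance. The median over genes was 5.19 to 70.0 times the value that sampling alone gives (median 11.9). No library was therefore a copy of another, and counting error was the smaller part of the variation between mice. Gene expression was compared with limma on log2(RPKM + 0.1), with the 15 mice of a day in 1 model. Genes were tested when their mean exceeded 3 RPKM in at least 1 of the compared groups, and were called when the Benjamini-Hochberg adjusted p was below 0.05 and the fold change above 1.5. These are the thresholds of the paper, which applied them with EdgeR to read counts; read counts were not used here. The text of the paper names no sequencing batch, and none was found in the sample labels, so no term for batch was fitted.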

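On day 14, 8771 genes were tested between EAE-induced and unimmunized mice, of which 1282 were called higher and 1036 lower in the EAE-induced mice. Against OVA-immunized mice, 958 of 8674 genes were called higher and 805 lower. Without the fold-change threshold the calls against unimmunized mice rose to 2529 higher and 1665 lower, the largest move among the alternatives. Median-of-ratios scaling, which brought the median log2 fold change of all tested genes from 0.11 to 0.02, left 965 higher and 1261 lower. When each of the 10 mice of a comparison was left out in turn, 836 higher and 776 lower genes were called every time against unimmunized mice, and 683 and 576 against OVA-immunized mice. In 1064 of the higher and 726 of the lower genes, all 5 EAE-induced mice lay outside the range of the unimmunized mice. The corresponding numbers against OVA-immunized mice were 774 and 478. Chance gives such a separation for 0.794% of unselected genes, which is no baseline for genes already called. Both comparisons share the EAE-induced mice. Of the 2582 genes called in at least 1 of them, 814 were higher in both, 685 were lower in both and 0 went in opposite directions. Across the tested genes, which are not independent replicates, the log2 fold changes of the 2 comparisons correlated with r = 0.922. In 100 simulated data sets without any difference but with shared mice, r had a median of 0.584 and reached 0.923, while the highest overlap of called genes was 0.
The largest increase against unimmunized mice was that of S100A8 (Entrez gene 20201, chromosome 3 of GRCm38 from 90668978 to 90670035), which encodes a calcium-binding protein of myeloid cells. Its expression was 225 ± 101 RPKM (SD, n = 5) in EAE-induced mice and 1.30 ± 0.498 RPKM (SD, n = 5) in unimmunized mice, a log2 fold change of 7.28 (SE 0.36, limma adjusted p = 5.08e-09). Other large increases were those of GDF5 (Entrez gene 14563), KRT18 and CHRNA9, with log2 fold changes of 5.05 to 5.84. The largest decrease was that of the collagen gene COL1A1 (Entrez gene 12842, chromosome 11 from 94936224 to 94953042), from 432 ± 197 to 30.3 ± 11.5 RPKM (SD, n = 5 each), a log2 fold change of -3.77 (SE 0.33, limma adjusted p = 1.19e-06). CPZ, MRGPRG, COL1A2 and CILP2 followed, with log2 fold changes of -3.65 to -3.12, and the call of MRGPRG was lost when 1 of the 10 mice was left out. Against OVA-immunized mice, GDF5 rose most, from 0.0546 ± 0.0341 to 14.0 ± 9.46 RPKM (SD, n = 5 each), a log2 fold change of 6.16 (SE 0.50, limma adjusted p = 7.74e-07). KRT18 and Ces2c had log2 fold changes of 4.96 and 4.93. The largest decreases against OVA-immunized mice were those of the haemoglobin genes Hbb-b1, Hbb-bs, Hba-a1 and Hba-a2, with log2 fold changes of -3.71 to -3.45, and of Alas2, the haem synthesis gene of erythroid cells, at -3.43. The haemoglobin genes are close copies of one another, so reads may be shared among them.
In the principal component analysis of the 8833 genes expressed on day 14, PC1 held 56.2% of the variance. The EAE-induced mice scored 22.5 to 57.8 on PC1 and the other 10 mice -43.0 to -5.6, a difference of 1.90 SD (two-sided exact permutation test over all splits of the mice, p = 0.000666, the smallest p these numbers allow). For principal components, the SD was taken over all mice of the day and so includes the difference between the groups. PC2, with 20.9% of the variance, did not separate them (exact permutation p = 0.375).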

On day 14, EDL muscle from EAE-induced mice showed distinct gene expression as compared to unimmunized and OVA-immunized groups (**Figures 3A, B**, **Supplementary Figure 1A**). 

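Between OVA-immunized and unimmunized mice on day 14, 8 of 8471 genes were called higher and 4 lower, and 818 had an unadjusted limma p below 0.05. Lower calls varied most with the settings: 29 genes were lower when all 30 mice were fitted in 1 model, 1 when only the mice of the compared groups were fitted, and 0 without replicate 3 or replicate 4 of the unimmunized mice or replicate 2 of the OVA-immunized mice. In all 12 called genes the groups did not overlap. The increases were led by genes typical of neutrophils, Ngp, S100A8, S100A9 and LCN2. Ngp (Entrez gene 18054, chromosome 9 from 110419747 to 110423012) was at 6.51 ± 2.63 RPKM (SD, n = 5) against 0.111 ± 0.106 (SD, n = 5), a log2 fold change of 5.03 (SE 0.40, limma adjusted p = 3.72e-06). S100A9 (Entrez gene 20202) rose from 2.70 ± 0.920 to 71.9 ± 36.0 RPKM (SD, n = 5 each; limma adjusted p = 8.62e-06), and S100A8 was at 46.5 ± 24.4 RPKM in OVA-immunized mice (limma adjusted p = 1.68e-06). LCN2 and SELP, an adhesion receptor of activated endothelium, had log2 fold changes of 3.28 and 2.41. These 5 genes were called with any single mouse left out. The calls of Retnlg and KCNA5 were each lost in 8 of the 10 fits with a mouse left out. The 4 lower genes were IFIT3 and Ifit3b, which respond to interferon, COL5A3 and Zfp579, with log2 fold changes of -1.78 to -0.64, and their calls were lost in 4 to 9 of the 10 fits. On PC1 of the day 14 mice, OVA-immunized and unimmunized mice did not differ (two-sided exact permutation test, p = 0.175). Nor did they differ on PC2 or PC4 (p = 0.548 and 0.595 by the same exact permutation test). They differed on PC3, which held 6.3% of the variance (exact permutation p = 0.00794, not adjusted for the number of components).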

Surprisingly, even though immunization with OVA significantly reduced EDL muscle mass and force output, it minimally impacted gene expression in the EDL muscle (**Figures 3A, B**, blue circles; **Supplementary Figure 1A**). We then used Gene Set Enrichment Analysis (GSEA) to determine whether overall gene expression change within specific molecular pathways correlated with EDL muscle phenotypes observed in our *ex vivo* studies. 

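Whole pathways were compared through 29 gene lists: the genes the paper shows in Fig. 4A, 4B and 4C, and 26 lists compiled from textbook knowledge of the pathways and of the cell types of muscle. The score of a list in a mouse was the mean log2(RPKM + 0.1) of its members with a mean above 1 RPKM. Groups were compared by a two-sided exact permutation test over all splits of 5 and 5 mice, whose smallest p is 0.00794, adjusted by Benjamini-Hochberg over the 174 tests of all lists and comparisons, so that the smallest adjusted p was 0.0363. On day 14, 18 lists passed an adjusted p of 0.05 between EAE-induced and unimmunized mice, 19 between EAE-induced and OVA-immunized mice and 1 between OVA-immunized and unimmunized mice. None passed in any comparison on day 40. Set tests across genes moved these results most. With an inter-gene correlation preset to 0.01, camera passed 24, 27 and 9 lists on day 14 and 14, 15 and 13 on day 40, in the same order of comparisons. With the correlation estimated from the data, camera passed 0 lists in each comparison, with adjusted p of at least 0.348. Of the 38 list differences past the permutation test, all held under camera with the preset correlation and 37 under fry, which tests a list with the correlation its own genes show. On day 40 fry passed 3 lists, all between EAE-induced and OVA-immunized mice.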

We found that genes involved in skeletal muscle cell differentiation, ribosome biogenesis, and rRNA processing were upregulated, possibly in response to the rapid EDL muscle deconditioning during the peak of disease and served as a compensatory mechanism (**Figure 3E**, top three rows). In addition, genes in metabolic pathways (fatty acid metabolism, glycolysis, oxidative phosphorylation, cellular respiration, ATP synthesis, etc.) were significantly downregulated (**Figure 3E**, middle seven rows). 

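The score of the 19 muscle differentiation genes of Fig. 4A on day 14 was 5.99 ± 0.38 (SD, n = 5) in EAE-induced, 4.42 ± 0.22 in unimmunized and 4.38 ± 0.17 in OVA-immunized mice. All 5 EAE-induced mice were above every other mouse, with differences of 1.58 and 1.61 (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0363 for each). All 19 genes were higher in both comparisons, and 16 were called against unimmunized and 17 against OVA-immunized mice, or 16 and 18 adjusted over the list alone. The study chose these genes on the same samples, so the count over the list is not independent evidence. The largest increase among them was that of ANKRD1 (Entrez gene 107765, chromosome 19 from 36111961 to 36120099), which encodes a titin-associated protein. It was at 1986 ± 961 RPKM (SD, n = 5) in EAE-induced, 86.6 ± 16.1 in unimmunized and 95.9 ± 49.3 in OVA-immunized mice. The log2 fold change was 4.37 against unimmunized mice (SE 0.33, limma adjusted p = 4.87e-07) and 4.32 against OVA-immunized mice (limma adjusted p = 4.33e-07). MYOG (Entrez gene 17928, chromosome 1 from 134289989 to 134292548), the transcription factor myogenin, was at 207 ± 122 against 10.1 ± 1.34 RPKM in unimmunized mice (log2 fold change 4.10, limma adjusted p = 1.26e-06). The smallest difference was that of SAP30, with 8.68 ± 3.33 against 7.05 ± 0.965 RPKM (log2 fold change 0.23, limma adjusted p = 0.375). A list of 49 genes of ribosome biogenesis and rRNA processing scored 3.82 ± 0.19 (SD, n = 5) in EAE-induced, 3.28 ± 0.06 in unimmunized and 3.29 ± 0.07 in OVA-immunized mice. Its differences were 0.55 and 0.54, again with every EAE-induced mouse above every other mouse. Of its 46 tested genes, 44 were higher against unimmunized and 46 against OVA-immunized mice; 19 and 17 were called, or 19 and 18 adjusted over the list alone. The cytosolic ribosomal proteins themselves were not separated, with differences of 0.27 and 0.43 (exact permutation p = 0.246 and 0.159).

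**Figure D1:**
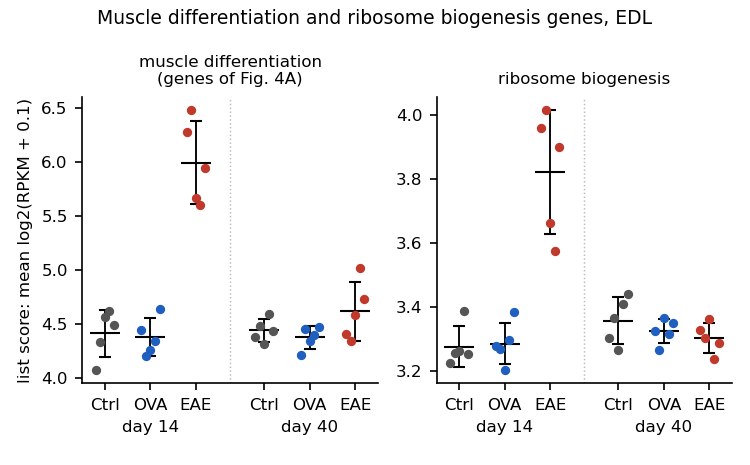
Mean log2(RPKM + 0.1) of the muscle differentiation genes of Fig. 4A and of the ribosome biogenesis list in EDL muscle. Each point is 1 mouse and the bars are the mean ± SD of 5 mice; on day 14 the EAE-induced mice lie above all others in both lists, and on day 40 the groups overlap.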

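The score of the 20 cellular respiration genes of Fig. 4B was 7.11 ± 0.29 (SD, n = 5) in EAE-induced, 8.08 ± 0.34 in unimmunized and 8.00 ± 0.39 in OVA-immunized mice on day 14. Every EAE-induced mouse was below every other mouse, with differences of -0.97 and -0.89 (two-sided exact permutation test, adjusted p = 0.0363 for each). In each comparison all 20 genes were lower and 19 were called, also 19 adjusted over the list alone; the list was chosen by the study on these samples and is not independent evidence. IDH2 (Entrez gene 269951, chromosome 7 from 80094846 to 80115392), the mitochondrial isocitrate dehydrogenase, fell from 207 ± 12.9 RPKM (SD, n = 5) in unimmunized and 185 ± 23.1 in OVA-immunized mice to 60.0 ± 26.0 in EAE-induced mice. Its log2 fold changes were -1.88 (SE 0.21, limma adjusted p = 7.45e-06) and -1.71 (limma adjusted p = 2.04e-05). COX7C, a subunit of complex IV, was at 38.2 ± 10.2 RPKM against 74.6 ± 50.5 in OVA-immunized mice (log2 fold change -0.77, SE 0.37, limma adjusted p = 0.111).
Of the lists compiled without reference to the paper's figures, 40 subunits of complexes II to V fell by 0.77 against unimmunized mice (7.85 ± 0.24 against 8.62 ± 0.27, SD, n = 5), with all 38 expressed genes lower and 26 called, or 27 adjusted over the list alone. Against OVA-immunized mice the difference was -0.78 and 31 genes were called, with the same number adjusted over the list alone. The glycolysis list differed by -0.81 and -0.74, with 16 of 17 tested genes lower in each comparison, 11 and 9 called, and the same 11 and 9 adjusted over the list alone. The TCA cycle list differed by -0.41 and -0.59, with 2 and 6 of 17 genes called, the same numbers adjusted over the list alone. These differences had the smallest exact permutation p of 0.00794, and every EAE-induced mouse was below every other mouse. The fatty acid oxidation list differed by -0.43 against OVA-immunized mice (exact permutation adjusted p = 0.0363, 5 of 18 genes called and 5 adjusted over the list alone). Against unimmunized mice its difference was -0.29 (exact permutation p = 0.0238, adjusted p = 0.0797, 3 genes called and 3 adjusted over the list alone); after quantile normalization it was -0.33 and passed the adjusted threshold. The 13 genes encoded in the mitochondrial DNA did not follow against unimmunized mice, with a difference of -0.02 (exact permutation p = 0.944). Among the unimmunized mice, replicate 4 lay apart with a score of 10.78, and the others scored 11.42 to 11.78. Quantile normalization turned this difference to 0.25 and correction for transcript length to 0.17. Against OVA-immunized mice 12 of the 13 genes were lower, with a difference of -0.28 (exact permutation p = 0.0238, adjusted p = 0.0797).

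**Figure D2:**
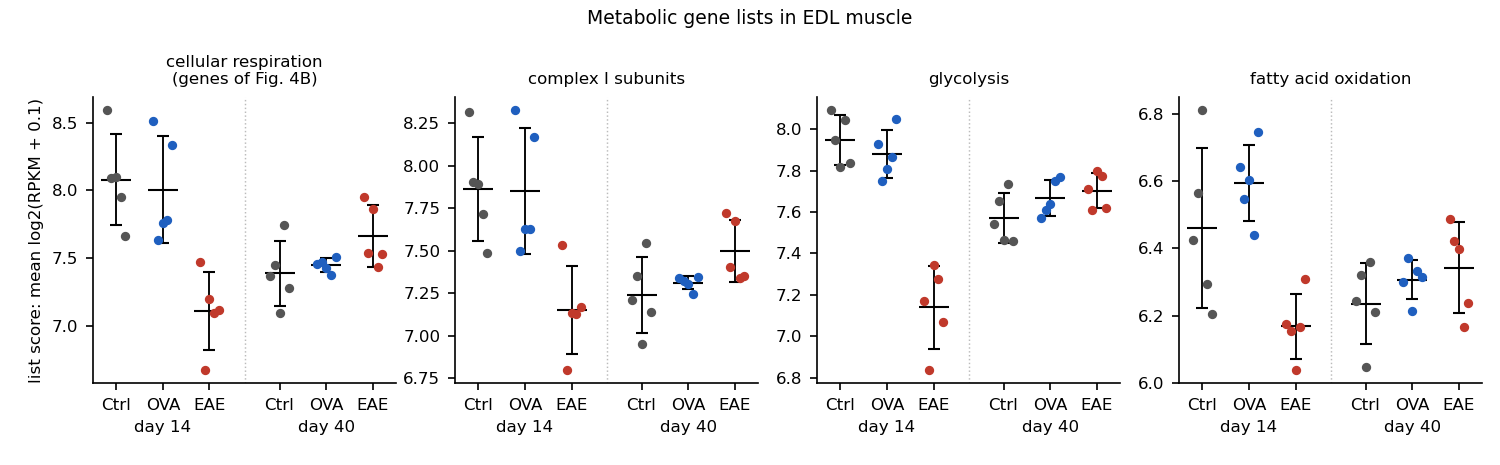
Mean log2(RPKM + 0.1) of the cellular respiration genes of Fig. 4B, complex I subunits, glycolysis genes and fatty acid oxidation genes in EDL muscle. Each point is 1 mouse and the bars are the mean ± SD of 5 mice; on day 14 the EAE-induced mice lie lowest in cellular respiration and glycolysis without overlap.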

Interestingly, several immune related pathways, including complement activation, humoral immune response, and interferon alpha and gamma responses, were downregulated, which might correlate with the metabolic dysregulation during the peak of EAE (**Figure 3E**, bottom five rows). 

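On day 14 the complement list scored 3.20 ± 0.33 (SD, n = 5) in EAE-induced, 3.83 ± 0.09 in unimmunized and 3.88 ± 0.26 in OVA-immunized mice. The difference from unimmunized mice was -0.64 (two-sided exact permutation test, adjusted p = 0.0363), with 15 of 16 tested genes lower and 10 called, also 10 adjusted over the list alone. From OVA-immunized mice it was -0.69 (exact permutation p = 0.0159, adjusted p = 0.0588, 11 of 15 tested genes called and 11 adjusted over the list alone). The first of these no longer passed with the Reactome complement set in place of the list (-0.60), and the other passed after median-of-ratios scaling (-0.77). C1QB (Entrez gene 12260, chromosome 4 from 136880129 to 136886187), a subunit of the first complement component, was at 10.7 ± 3.40 RPKM (SD, n = 5) against 21.4 ± 4.96 in unimmunized mice, a log2 fold change of -1.01 (SE 0.20, limma adjusted p = 0.000833). C3 was at 19.4 ± 12.9 RPKM against 22.2 ± 5.58 in unimmunized and 48.7 ± 34.0 in OVA-immunized mice (limma adjusted p = 0.484 and 0.0248), and the call against OVA-immunized mice was lost in 4 of 10 fits with a mouse left out.
The interferon response list scored 1.52 ± 0.28 (SD, n = 5) in EAE-induced, 3.12 ± 0.56 in unimmunized and 2.32 ± 0.24 in OVA-immunized mice. Its differences were -1.61 and -0.81 (exact permutation adjusted p = 0.0363 for each), with every EAE-induced mouse below every other mouse. Against unimmunized mice all 32 tested genes were lower and 30 were called, with 30 adjusted over the list alone; against OVA-immunized mice 11 of 24 tested genes were called, with 13 adjusted over the list alone. The difference from OVA-immunized mice did not pass with the Reactome set (-0.33) or under fry. ISG15 (Entrez gene 100038882, chromosome 4 from 156199424 to 156200818) fell from 11.0 ± 9.25 RPKM in unimmunized and 5.26 ± 2.50 in OVA-immunized mice to 1.55 ± 0.784 in EAE-induced mice, with log2 fold changes of -2.53 (SE 0.43, limma adjusted p = 0.000294) and -1.71 (limma adjusted p = 0.00604). No list of the humoral response was compiled, and lymphocyte markers follow a cell type and do not test that pathway. Of these, 3 of 12 markers exceeded 1 RPKM, and their score differed by -1.58 and -1.17 (exact permutation p = 0.00794 for each). In these comparisons 1 and 2 genes were called, with the same numbers adjusted over the list alone. Macrophage markers differed by -0.70 and -0.67 (exact permutation p = 0.0159, adjusted p = 0.0588 for each, with 6 and 7 genes called and 6 and 7 adjusted over the list alone). The collagen fibril list differed by -1.30 and -0.94 (exact permutation p = 0.00794 for each), with all 24 genes lower in each comparison, 22 and 16 called, and 22 and 16 adjusted over the list alone.

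**Figure D3:**
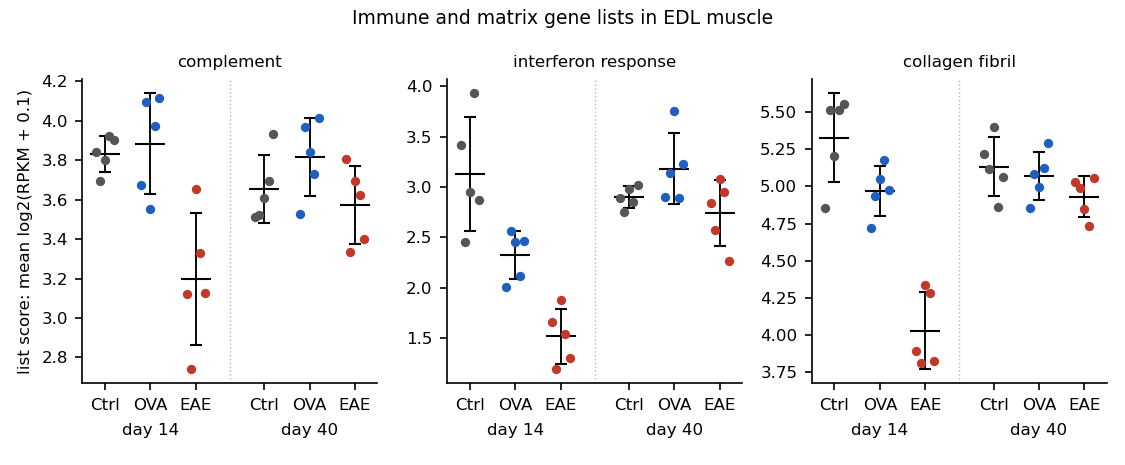
Mean log2(RPKM + 0.1) of the complement, interferon response and collagen fibril lists in EDL muscle. Each point is 1 mouse and the bars are the mean ± SD of 5 mice; on day 14 the EAE-induced mice lie lowest in the interferon response and collagen lists without overlap.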

On day 40, the number of differentially expressed genes (fold-change > 1.5 and FDR < 0.05) were substantially reduced (**Figures 3C, D**). However, principal component analysis (PCA) showed that gene expression in the EAE-induced group was still separated from the unimmunized and OVA-immunized groups (**Supplementary Figure 1B**). 

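On day 40, 6 of 8691 genes were called higher and 34 lower in EAE-induced than in unimmunized mice, and 3 of 8598 higher and 15 lower than in OVA-immunized mice. The numbers with an unadjusted limma p below 0.05 were 2423 and 1500. These calls depended on single mice: without replicate 4 of the unimmunized mice there were 21 higher and 181 lower genes, and without replicate 3 of the EAE-induced mice 0 higher and 1 lower. Against OVA-immunized mice, leaving out replicate 1 of the OVA-immunized mice gave 1 higher and 21 lower genes, and most other replicates gave 0 and 2. With the 30 mice of both days in 1 model, 0 genes were called against unimmunized mice (1136 at an unadjusted p below 0.05) and 1 against OVA-immunized mice. In the comparison with unimmunized mice, 5 higher and 28 lower genes had groups that did not overlap, and 3 and 13 in the comparison with OVA-immunized mice. Both comparisons share 1 higher and 9 lower genes of the 48 called in either.
The called increases were small, with log2 fold changes of 0.61 to 0.64 for ATP5G1, MT3, Mettl21e, Smim4 and HES1 against unimmunized mice and of 0.60 to 0.63 for HES1, Mcts2 and BHLHE41 against OVA-immunized mice. HES1 (Entrez gene 15205, chromosome 16 from 30064384 to 30067796), a transcriptional repressor, was at 19.9 ± 2.80 RPKM (SD, n = 5) against 13.1 ± 2.64 and 12.7 ± 1.11 (limma adjusted p = 0.0236 and 0.0423), and its calls were lost in 6 and 8 of 10 fits with a mouse left out. The largest decreases from unimmunized mice were those of MDM4, VSIG2, AVIL, FN1 and AMT, with log2 fold changes of -0.96 to -0.80. FN1 (Entrez gene 14268, chromosome 1 from 71585520 to 71653200), fibronectin, fell from 62.6 ± 17.7 to 32.6 ± 4.29 RPKM (SD, n = 5 each; limma adjusted p = 0.0236), a call lost in 4 of 10 fits. From OVA-immunized mice the largest decreases were those of VSIG2, Uba7, AQP7, AMT and CEP78, with log2 fold changes of -0.82 to -0.74. Only AQP7 (Entrez gene 11832, chromosome 4 from 41033074 to 41048139) among these was called with any mouse left out; it fell from 7.19 ± 0.811 to 4.12 ± 0.747 RPKM (SE of the log2 fold change 0.11, limma adjusted p = 0.00889).
Of the 1282 genes called higher against unimmunized mice on day 14, 1148 were also tested on day 40, where 0 were called higher and 4 lower. Of the 1036 called lower, 995 were tested on day 40, where 4 were called lower and 1 higher. The median log2 fold change of the former went from 0.85 to -0.11 and that of the latter from -0.90 to 0.01. Across 8525 genes, which are not independent replicates, the log2 fold changes of the 2 days correlated with r = -0.191 (rho = -0.234) against unimmunized and r = 0.006 (rho = -0.056) against OVA-immunized mice; the r against unimmunized mice was -0.05 after correction for transcript length.

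**Figure D4:**
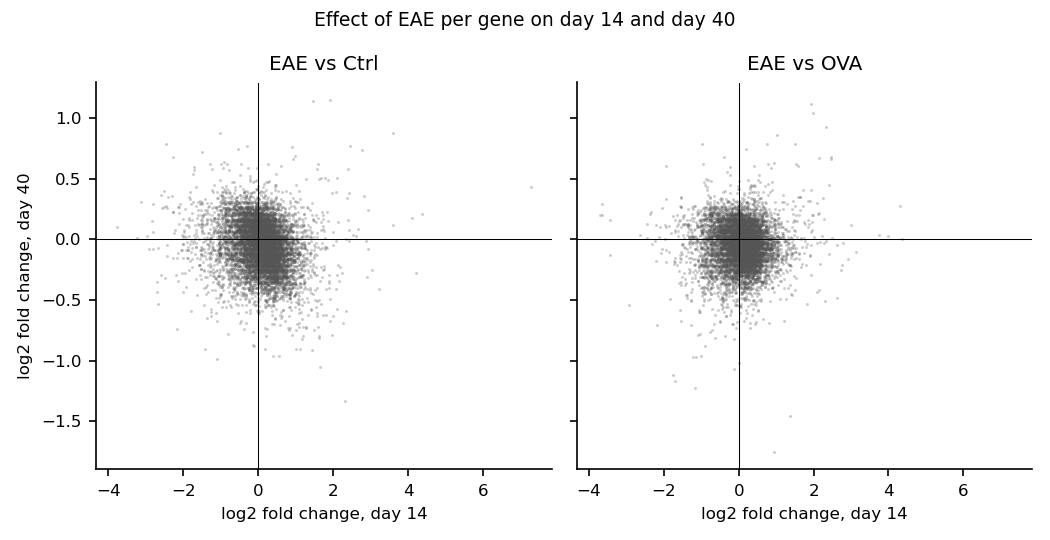
Log2 fold change of each gene on day 14 (horizontal axis) and day 40 (vertical axis), for EAE-induced against unimmunized mice and EAE-induced against OVA-immunized mice. Each point is 1 gene; the fold changes of day 14 spread much more widely than those of day 40.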

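In the 8741 genes expressed on day 40, PC1 held 36.8% of the variance and PC2 12.3%. On PC1 the EAE-induced mice scored -1.8 to 21.9 and the other mice -29.4 to 11.6, so that the ranges overlapped, with a difference of the means of 1.19 SD (two-sided exact permutation test, p = 0.0186). On PC2 they scored -6.0 to 14.5 against -13.2 to 2.6, a difference of 1.27 SD (exact permutation p = 0.0206). The PC2 difference was 0.60 SD when only the 500 most variable genes were used (exact permutation p = 0.289), the largest move among the alternatives. Without replicate 3 of the EAE-induced mice the PC1 difference was 1.05 SD (exact permutation p = 0.0639), and without their replicate 2 the PC2 difference was 1.12 SD (exact permutation p = 0.0859). OVA-immunized and unimmunized mice did not differ on PC1 or PC2 (exact permutation p = 0.54 and 0.317).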

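On day 40 the score of the Fig. 4A genes was 4.62 ± 0.27 (SD, n = 5) in EAE-induced, 4.38 ± 0.11 in OVA-immunized and 4.44 ± 0.11 in unimmunized mice. The difference from OVA-immunized mice was 0.24 (two-sided exact permutation test, p = 0.103, adjusted p = 0.211), within the spread between the mice, and 3 of the 5 EAE-induced mice were above every OVA-immunized mouse. It had an exact permutation p of 0.0476 when replicate 2 of the EAE-induced mice was left out. The difference from unimmunized mice was 0.18 (exact permutation p = 0.23). By direction, 14 of the 19 genes were higher than in OVA-immunized mice, none was called, and none adjusted over the list alone. Ranked over all genes, the same list was enriched among the genes higher in EAE-induced mice. The normalized enrichment score from fgsea, by permutation of genes, was 2.22 against OVA-immunized and 1.70 against unimmunized mice. Both passed an adjusted p of 0.05. The study chose the list on these samples, so this enrichment is not independent evidence. ATF3 (Entrez gene 11910, chromosome 1 from 191170296 to 191218039), a stress-response transcription factor, was at 16.4 ± 11.1 RPKM (SD, n = 5) against 6.70 ± 1.08 in OVA-immunized mice, a log2 fold change of 1.04 (SE 0.32, limma adjusted p = 0.132). MYOD1 was at 15.3 ± 2.26 RPKM against 19.1 ± 2.29 (log2 fold change -0.32, SE 0.16, limma adjusted p = 0.31).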

In GSEA, the overall skeletal muscle cell differentiation pathway was upregulated compared to the OVA-immunized group (**Figure 3E**, top and **Figure 4A**). Intriguingly, genes linked to metabolic pathways such as cellular respiration were upregulated (**Figure 3E**, middle and **Figure 4B**). This observation is in support of our whole-body metabolic data in which RER was increased but physical activities of the mice were reduced during the chronic remission phase of EAE (**Figures 1G, H**). 

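On day 40 the score of the Fig. 4B genes was 7.66 ± 0.23 (SD, n = 5) in EAE-induced, 7.39 ± 0.24 in unimmunized and 7.45 ± 0.05 in OVA-immunized mice. All 20 genes were higher in EAE-induced mice in both comparisons, but 0 were called and 0 adjusted over the list alone. The differences were 0.28 from unimmunized mice (two-sided exact permutation test, p = 0.111, adjusted p = 0.222) and 0.22 from OVA-immunized mice (exact permutation p = 0.0476, adjusted p = 0.127). Without replicate 4 of the unimmunized mice the first had an exact permutation p of 0.0317, and the other stayed under 0.05 in 3 of 10 fits with a mouse left out. With median-of-ratios scaling the difference from OVA-immunized mice was 0.26 and passed the adjusted threshold. Gene-ranking enrichment gave normalized scores of 3.19 against unimmunized and 3.32 against OVA-immunized mice, both past an adjusted p of 0.05. Since the study chose the list on these samples, these scores are not independent evidence. CHCHD10 was at 366 ± 153 RPKM (SD, n = 5) against 272 ± 63.7 in unimmunized mice (log2 fold change 0.37, SE 0.20, limma adjusted p = 0.231), and COX7C at 30.5 ± 11.1 against 23.4 ± 3.30 in OVA-immunized mice (log2 fold change 0.31, SE 0.23, limma adjusted p = 0.485). Complexes II to V differed by 0.24 and 0.18 (exact permutation p = 0.0714 and 0.0317, adjusted p = 0.17 and 0.0891), with 37 and 38 of 38 genes higher, 1 and 0 called, and 1 and 0 adjusted over the list alone. Glycolysis differed by 0.13 and 0.03 (exact permutation p = 0.0873 and 0.508), the TCA cycle by 0.10 and 0.06 (exact permutation p = 0.0873 and 0.151) and fatty acid oxidation by 0.11 and 0.04 (exact permutation p = 0.23 and 0.595); no gene of these lists was called, over all genes or adjusted over the list alone. The mitochondrially encoded genes differed by 0.01 and 0.05 (exact permutation p = 0.833 and 0.5).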

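The 16 TNF-α signaling genes of Fig. 4C scored 4.74 ± 0.48 (SD, n = 5) in EAE-induced mice on day 14, against 3.53 ± 0.33 in unimmunized and 3.47 ± 0.18 in OVA-immunized mice. All 16 genes were higher in both comparisons, with differences of 1.21 and 1.27 (two-sided exact permutation test, p = 0.00794, adjusted p = 0.0363 for each). In the former 12 genes were called, also 12 adjusted over the list alone, and in the latter 13, or 15 adjusted over the list alone; the study chose the list on these samples, so it is not independent evidence. SIK1 (Entrez gene 17691, chromosome 17 from 31844250 to 31855804), a salt-inducible kinase, was at 42.3 ± 22.6 RPKM (SD, n = 5) against 7.12 ± 0.321 in OVA-immunized mice, a log2 fold change of 2.41 (SE 0.34, limma adjusted p = 5.8e-05). HBEGF was at 12.5 ± 5.61 RPKM against 9.09 ± 1.36 in unimmunized mice (log2 fold change 0.36, SE 0.23, limma adjusted p = 0.191).
On day 40 the same genes scored 3.92 ± 0.44 (SD, n = 5) in EAE-induced, 3.64 ± 0.16 in unimmunized and 3.35 ± 0.14 in OVA-immunized mice. The difference from OVA-immunized mice was 0.58 (exact permutation p = 0.0159, adjusted p = 0.0588), with all 16 genes higher, 1 called and 5 adjusted over the list alone. It stayed between 0.41 and 0.69 with each mouse left out, and after median-of-ratios scaling it was 0.62 and passed the adjusted threshold, as it did under fry. The difference from unimmunized mice was 0.28 (exact permutation p = 0.206), with 11 genes higher, 1 called and 2 adjusted over the list alone. Normalized enrichment scores over all ranked genes were 3.21 against OVA-immunized and 2.59 against unimmunized mice, both past an adjusted p of 0.05. As on day 14, the list is not independent evidence. JUNB (Entrez gene 16477, chromosome 8 from 84974484 to 84978718) was at 31.6 ± 10.4 RPKM (SD, n = 5) against 17.0 ± 4.00 in OVA-immunized mice (log2 fold change 0.86, SE 0.20, limma adjusted p = 0.0597) and 18.2 ± 3.89 in unimmunized mice (log2 fold change 0.76, limma adjusted p = 0.0543).
Immediate early genes, of which 8 are also in Fig. 4C, differed by 0.97 and 0.98 from unimmunized and OVA-immunized mice on day 14 (exact permutation p = 0.00794 for each). Against unimmunized mice 14 genes were called higher and 1 lower, and against OVA-immunized mice 11 higher and 1 lower. Adjusted over the list alone, 15 and 13 were called in either direction. On day 40 the differences were 0.28 and 0.47 (exact permutation p = 0.214 and 0.0397, adjusted p = 0.362 and 0.108). There 0 genes were called in each comparison, and 3 and 6 adjusted over the list alone. NF-κB targets outside Fig. 4C moved the other way, with differences of -0.32 and -0.37 on day 14 (exact permutation p = 0.0635 and 0.0397) and of -0.04 and -0.12 on day 40 (exact permutation p = 0.69 and 0.111). Of the other immune lists on day 40, the interferon response differed by -0.16 and -0.44 (exact permutation p = 0.381 and 0.0556, adjusted p = 0.557 and 0.142). Against OVA-immunized mice 34 of its 35 tested genes were lower, with 1 called and 10 adjusted over the list alone; this difference passed under fry and camera, and the Reactome interferon set differed by -0.27 and passed the adjusted permutation test. Complement differed by -0.08 and -0.25 (exact permutation p = 0.508 and 0.0952), with 0 genes called in each and 0 and 2 adjusted over the list alone, and the latter passed under camera. The interferon gene STAT2 (Entrez gene 20847, chromosome 10 from 128270559 to 128292849) was called lower than in OVA-immunized mice, at 3.73 ± 0.536 against 6.20 ± 1.49 RPKM (log2 fold change -0.70, SE 0.15, limma adjusted p = 0.0463), a call lost in 9 of 10 fits with a mouse left out.

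**Figure D5:**
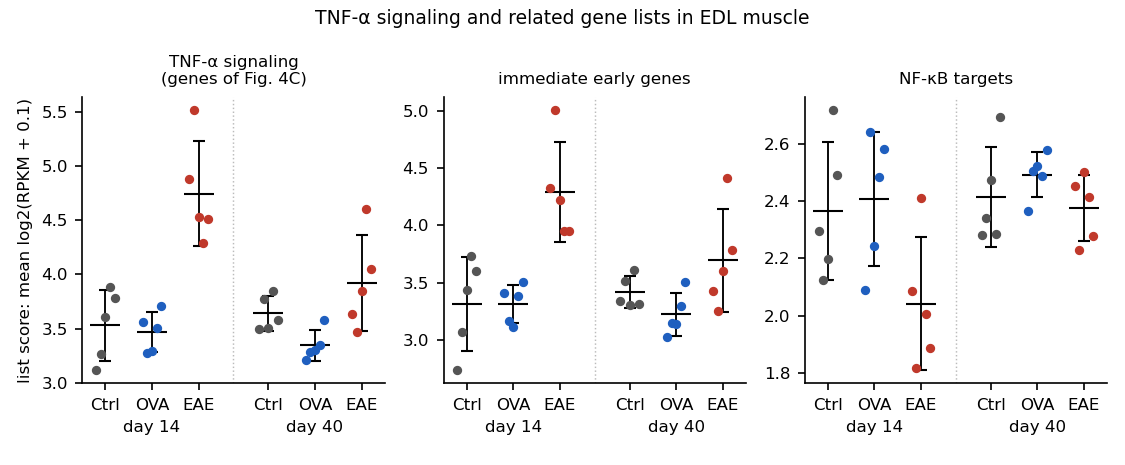
Mean log2(RPKM + 0.1) of the TNF-α signaling genes of Fig. 4C, immediate early genes and NF-κB targets in EDL muscle. Each point is 1 mouse and the bars are the mean ± SD of 5 mice; on day 40 the EAE-induced mice overlap with the unimmunized mice in all of these lists.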

Interestingly, the TNF-α signaling pathway was the only immune-related pathway upregulated in EDL muscles in both day 14 and day 40 (**Figure 3E**, bottom and **Figure 4C**), which is known to induce muscle wasting (Reid and Li, 2001). 

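Whether the effect of EAE differed between the days was tested by permuting the group labels within each day (63504 pairs of splits, two-sided), adjusted over the lists. The effect on the Fig. 4B genes rose by 1.24 from day 14 to day 40 against unimmunized mice (permutation p = 0.000598, adjusted p = 0.00473) and by 1.11 against OVA-immunized mice (permutation p = 0.000189, adjusted p = 0.00384). The rise was 0.94 and 0.78 for glycolysis (permutation adjusted p = 0.00431 and 0.00923), 0.50 and 0.65 for the TCA cycle, and 0.40 and 0.46 for fatty acid oxidation. The effect on the Fig. 4A genes dropped by 1.40 and 1.37 (permutation adjusted p = 0.0293 and 0.0341). For the Fig. 4C genes the change of -0.93 and -0.70 between the days did not pass (permutation p = 0.0709 and 0.215). The permutation takes EAE to have no effect on either day, so an effect on day 14 alone widens its spread. A change that does not pass therefore gives no evidence of an equal effect on both days. From its RNA-Seq analysis as a whole, the paper proposes that EAE dysregulated the metabolism of the EDL muscle at the molecular level.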

Overall, RNA-Seq analysis suggests that EAE induced metabolic dysregulation of the EDL muscle at the molecular level.

**Figure 3:**
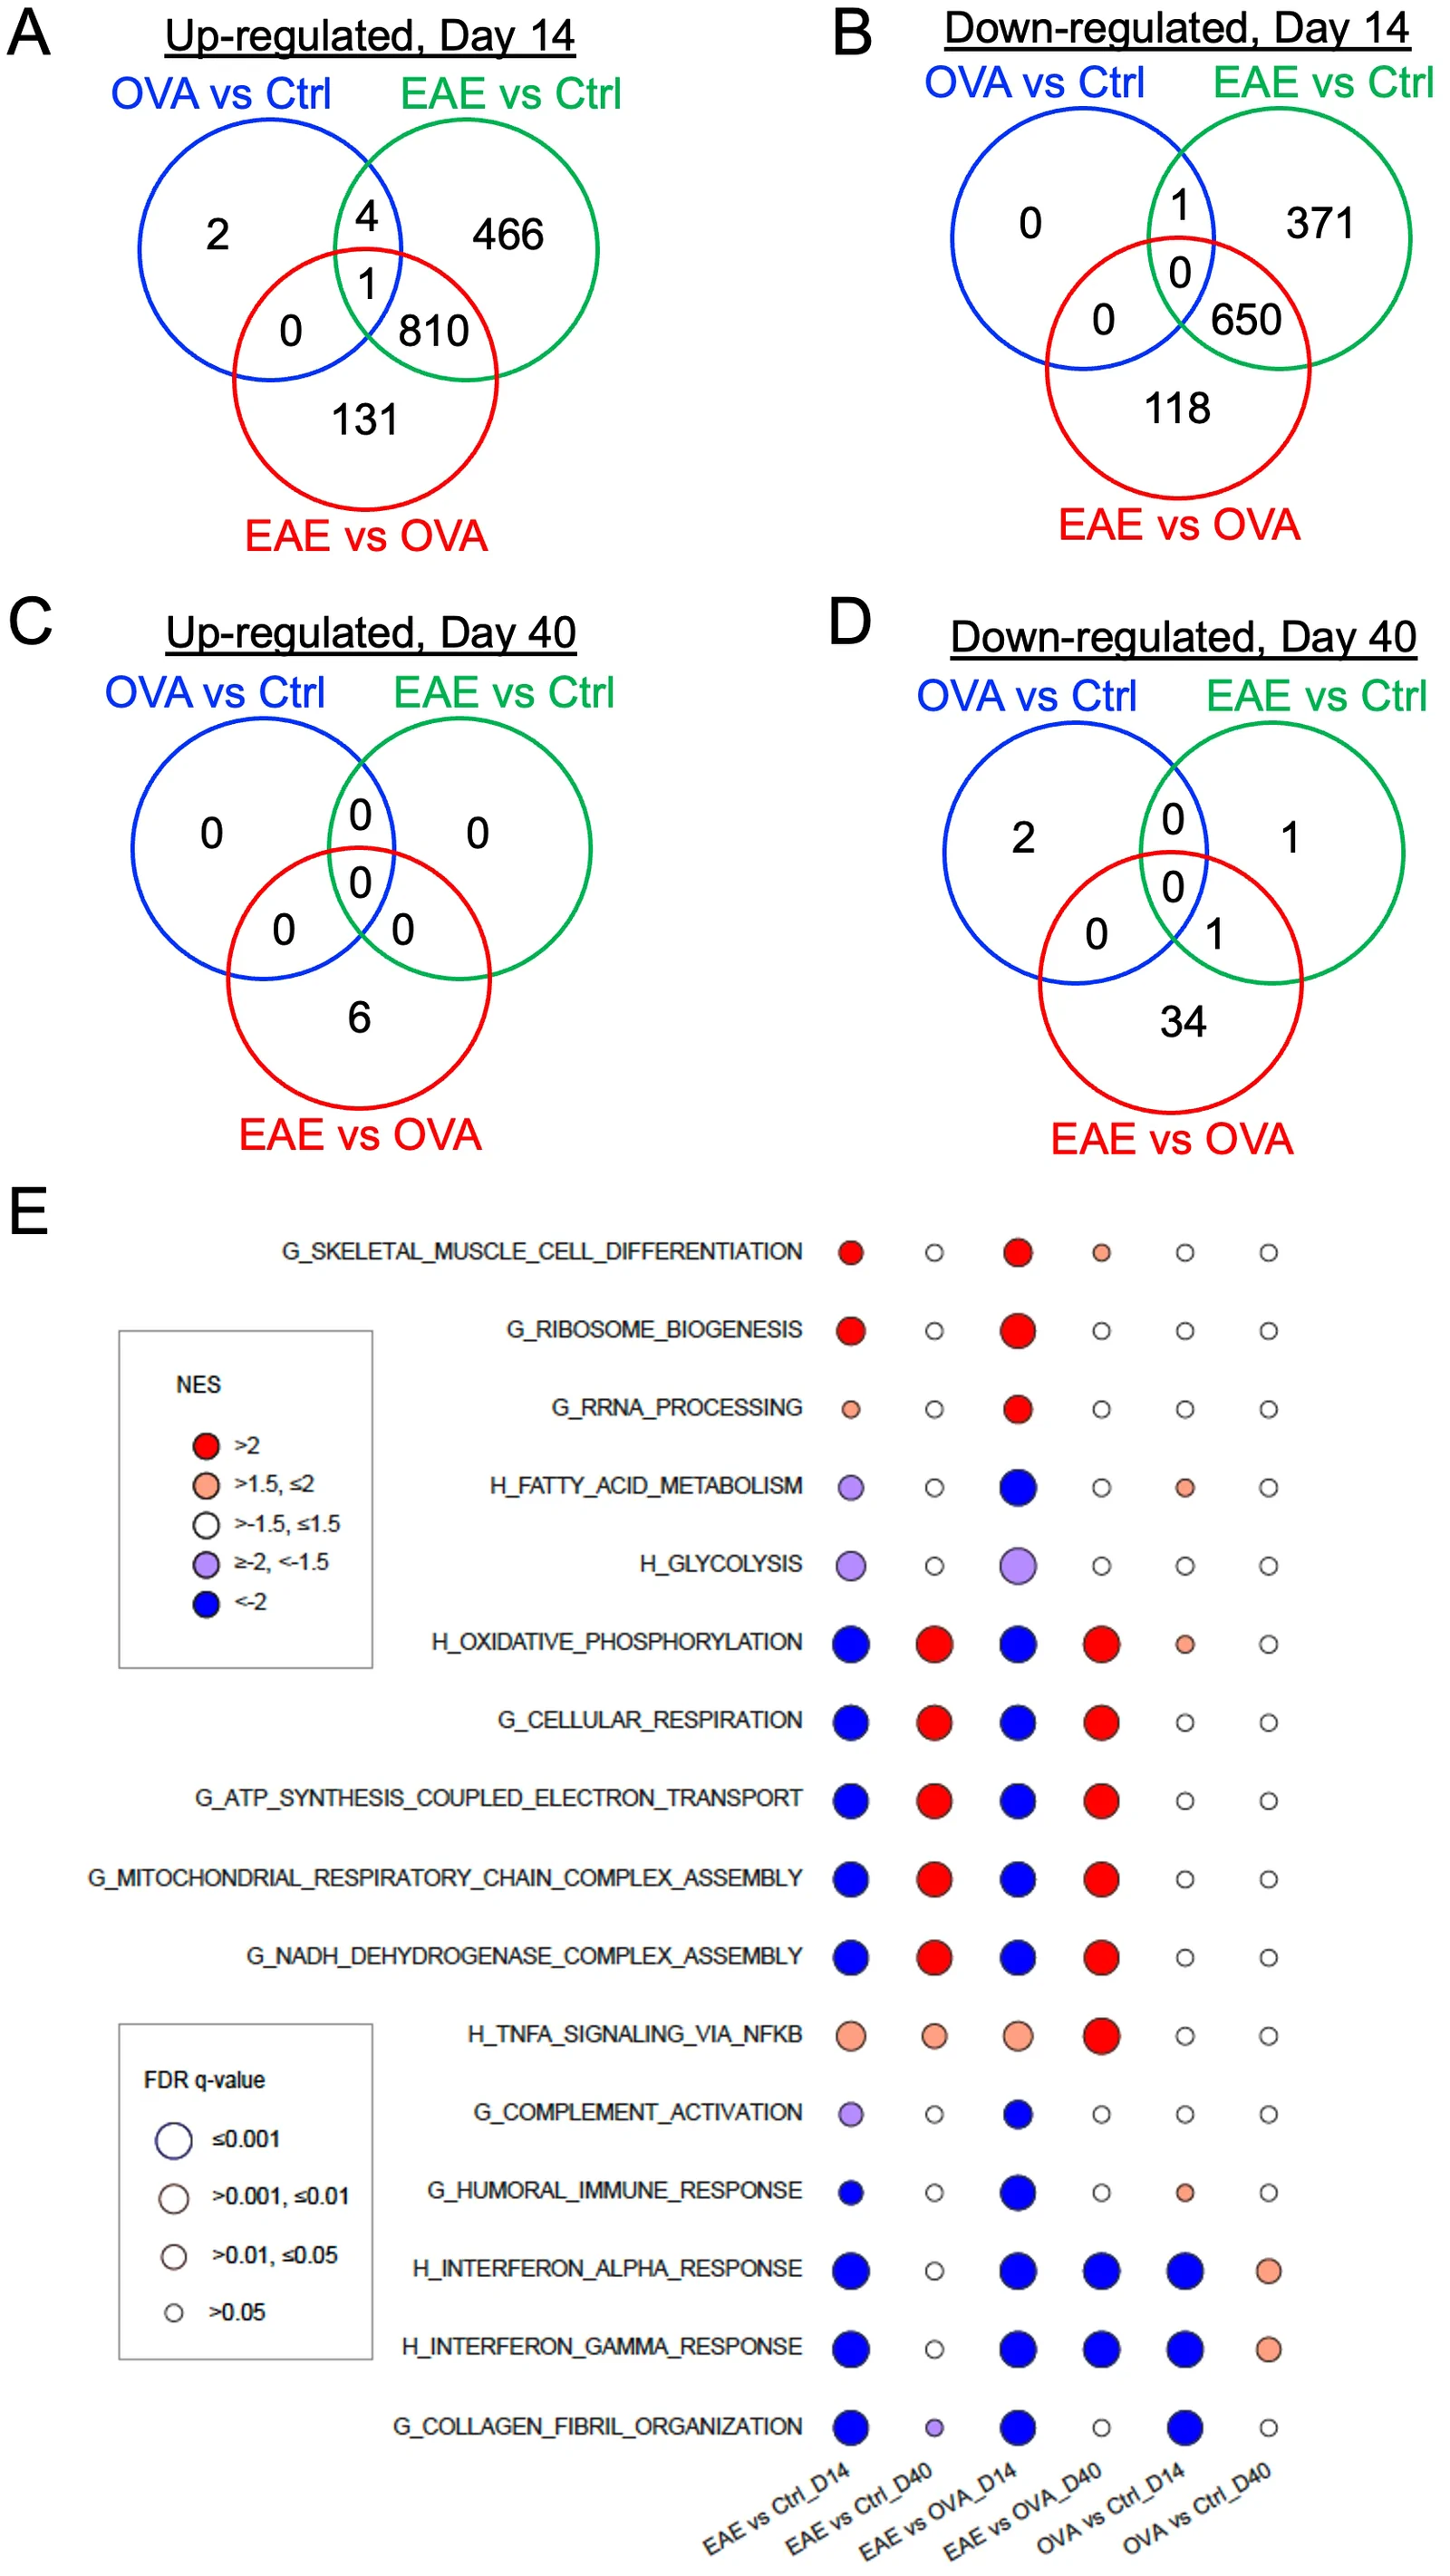
EDL muscle shows distinct gene signature in active phase and remission phase of EAE. EDL muscles were dissected from SJL mice following EAE induction (EAE), OVA immunization (OVA), or from mice without immunization (Ctrl). Gene expression was determined by RNA-Seq. **(A-D)** Venn diagrams showing the number of up-regulated and down-regulated genes (fold change > 1.5; FDR < 0.05) in EDL muscles isolated 14 days **(A, B)** and 40 days **(C, D)** post-immunization. **(E)** GSEA predicted signaling pathways that were induced (NES > 1.5) or suppressed (NES < -1.5) in EAE group relative to Ctrl group or OVA group, and in OVA group relative to Ctrl group, on day 14 (D14) and day 40 (D40). n = 5 per group. NES, Normalized Enrichment Score.

**Figure 4:**
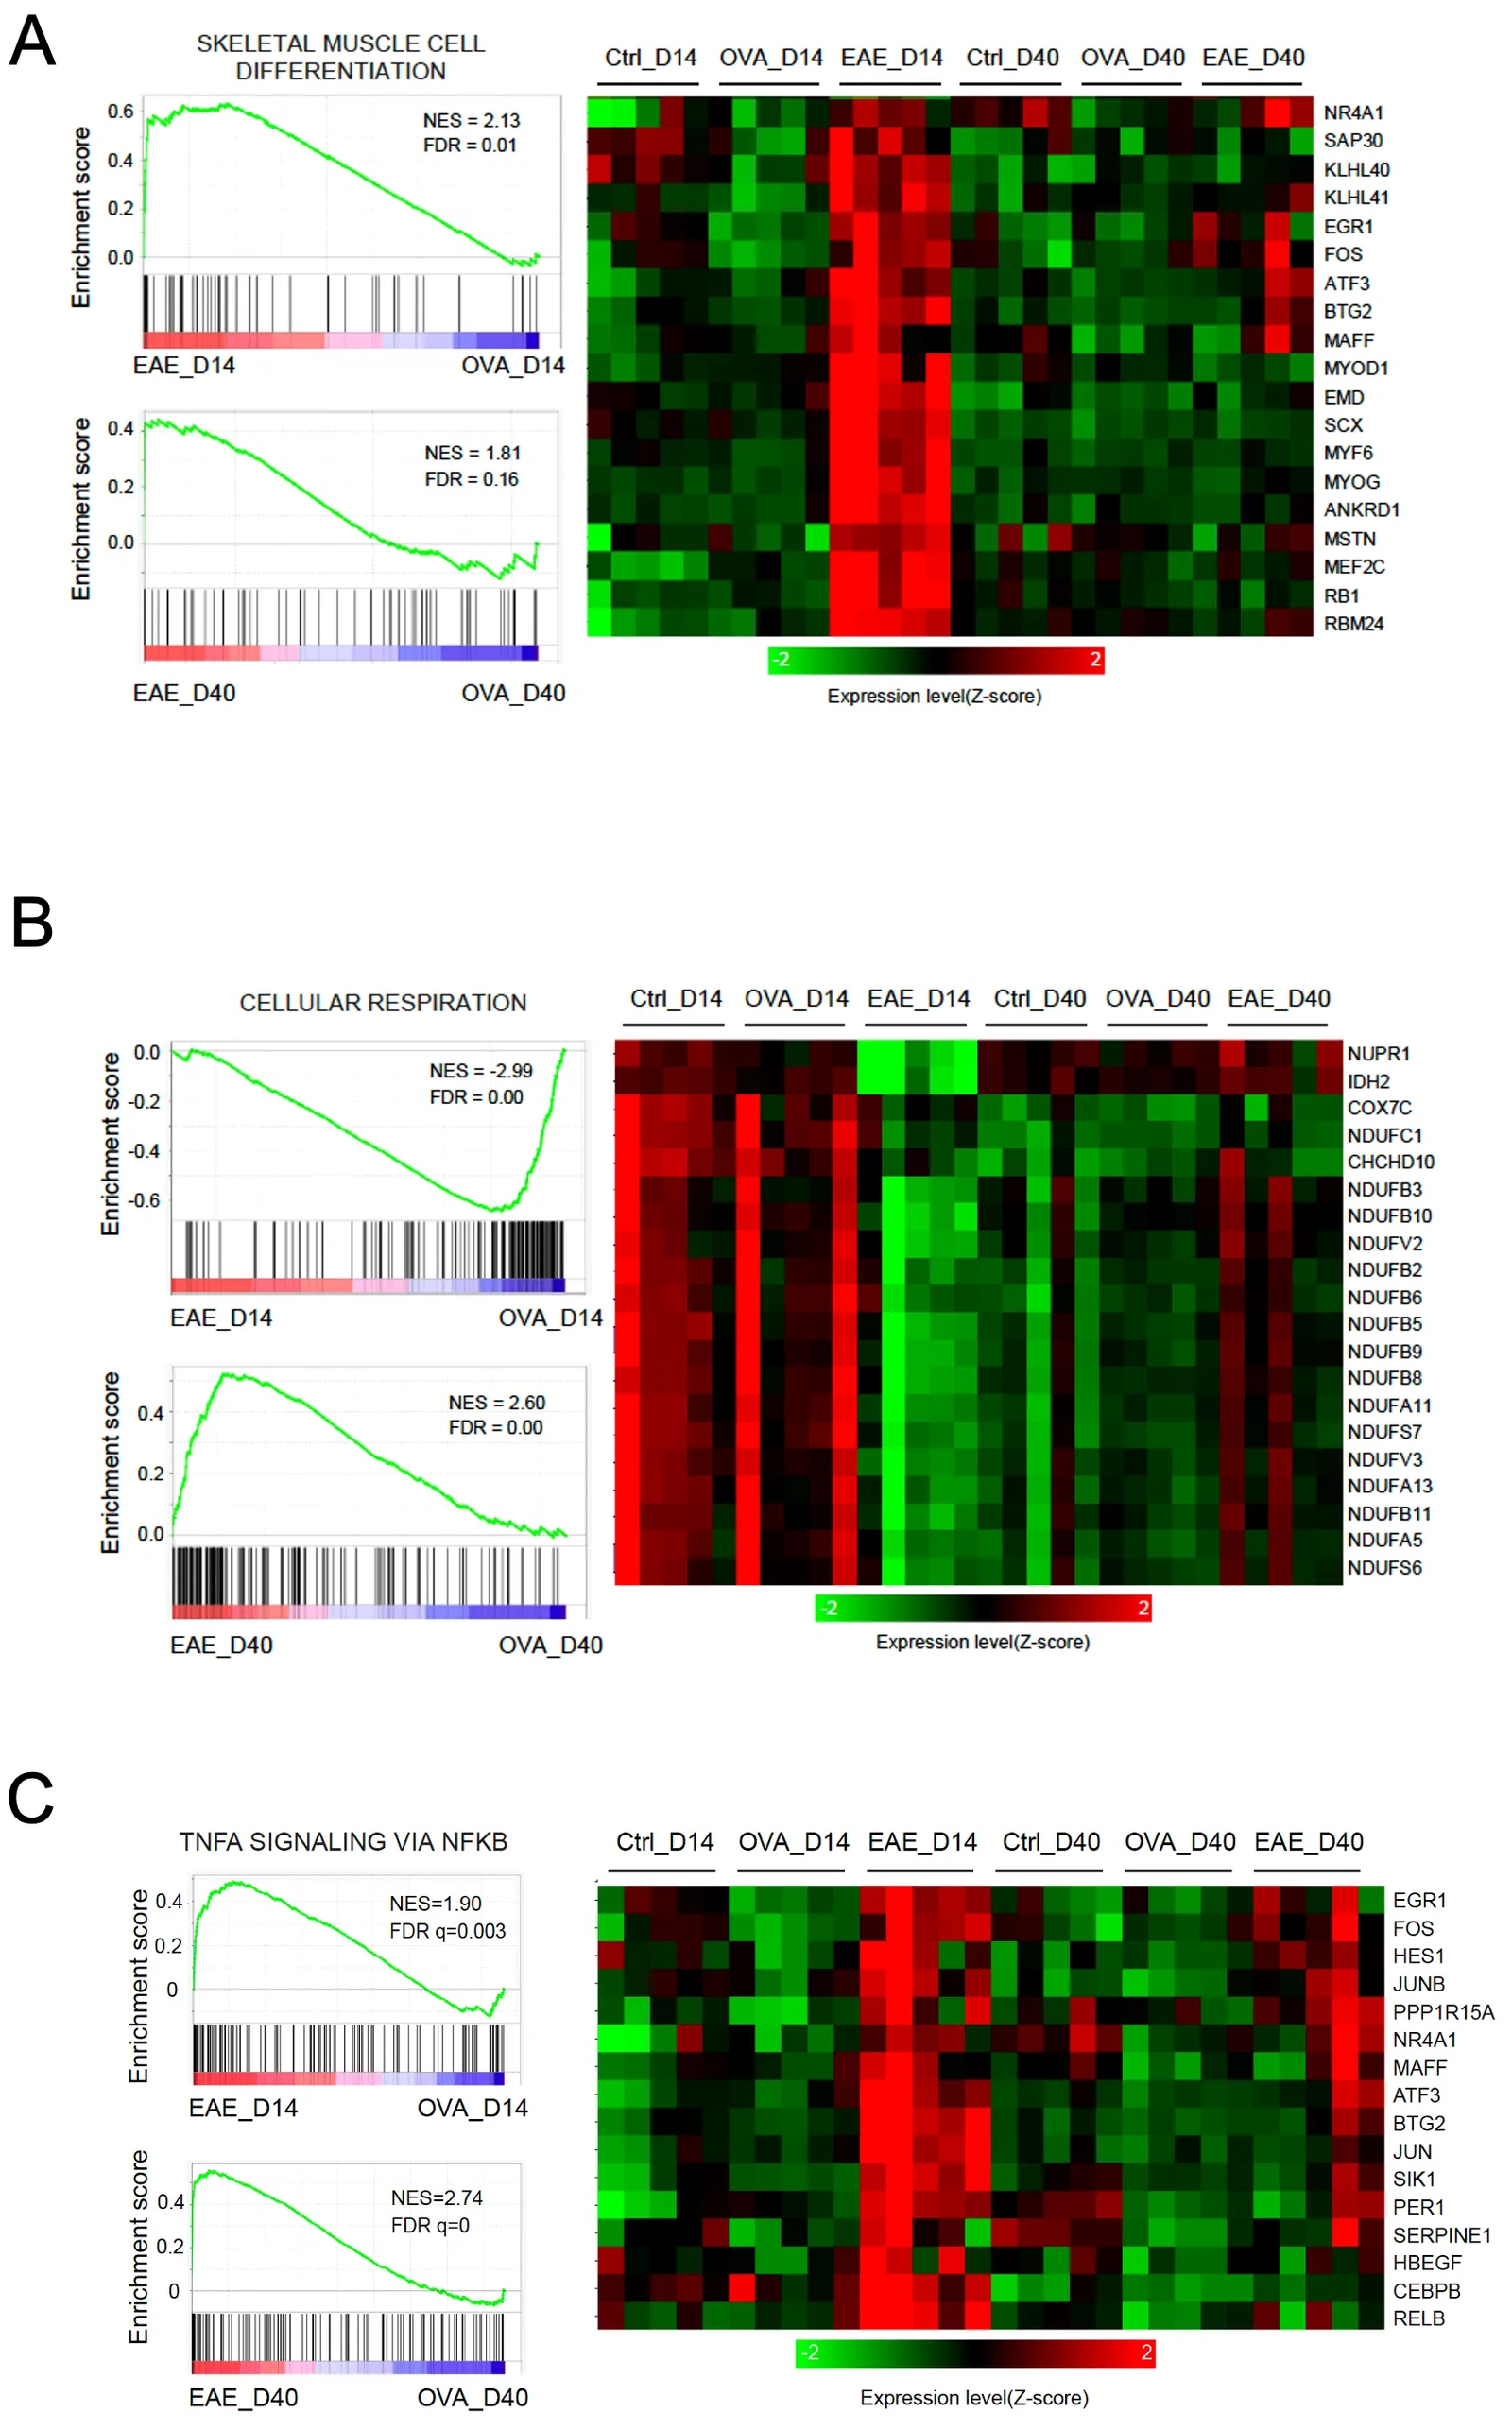
EDL muscles were dissected from SJL mice following EAE induction (EAE), OVA immunization (OVA), or from mice without immunization (Ctrl). Gene expression was determined by RNA-Seq. GESA was performed as described in **Figure 3**. (Left) Shown are graphical presentation of GSEA results of signaling pathways related to skeletal muscle cell differentiation **(A)**, cellular respiration **(B)**, and TNF-α signaling **(C)**. (Right) Heatmaps showing expression of representative genes categorized within the corresponding pathway. n = 5 per group. NES, Normalized Enrichment Score.

### EAE at the peak phase but not the chronic remission phase reduces mitochondrial oxygen consumption rate (OCR) of EDL muscle

We next used Seahorse Mitochondria Stress Test to measure OCR of mitochondria isolated from EDL muscle following EAE induction. On day 14, OCR of EAE group (AUC = 2517.43) was reduced compared with the unimmunized group (AUC = 4027.03) but was not statistically significant (P = 0.074) (**Figures 5A, B**). The moderate reduction of OCR supported data from 14-day RNA-Seq analysis that showed EAE downregulated genes that control cellular respiration (**Figure 3E**). In contrast, on day 40, OCR of EAE group (AUC = 4036.22) was comparable to the unimmunized group (AUC = 3302.30, P = 0.51) (**Figures 5C, D**). These data suggest even though EDL muscle responded by upregulating genes that control cellular respiration during the chronic remission phase of EAE, mitochondrial capacity was not increased.

**Figure 5:**
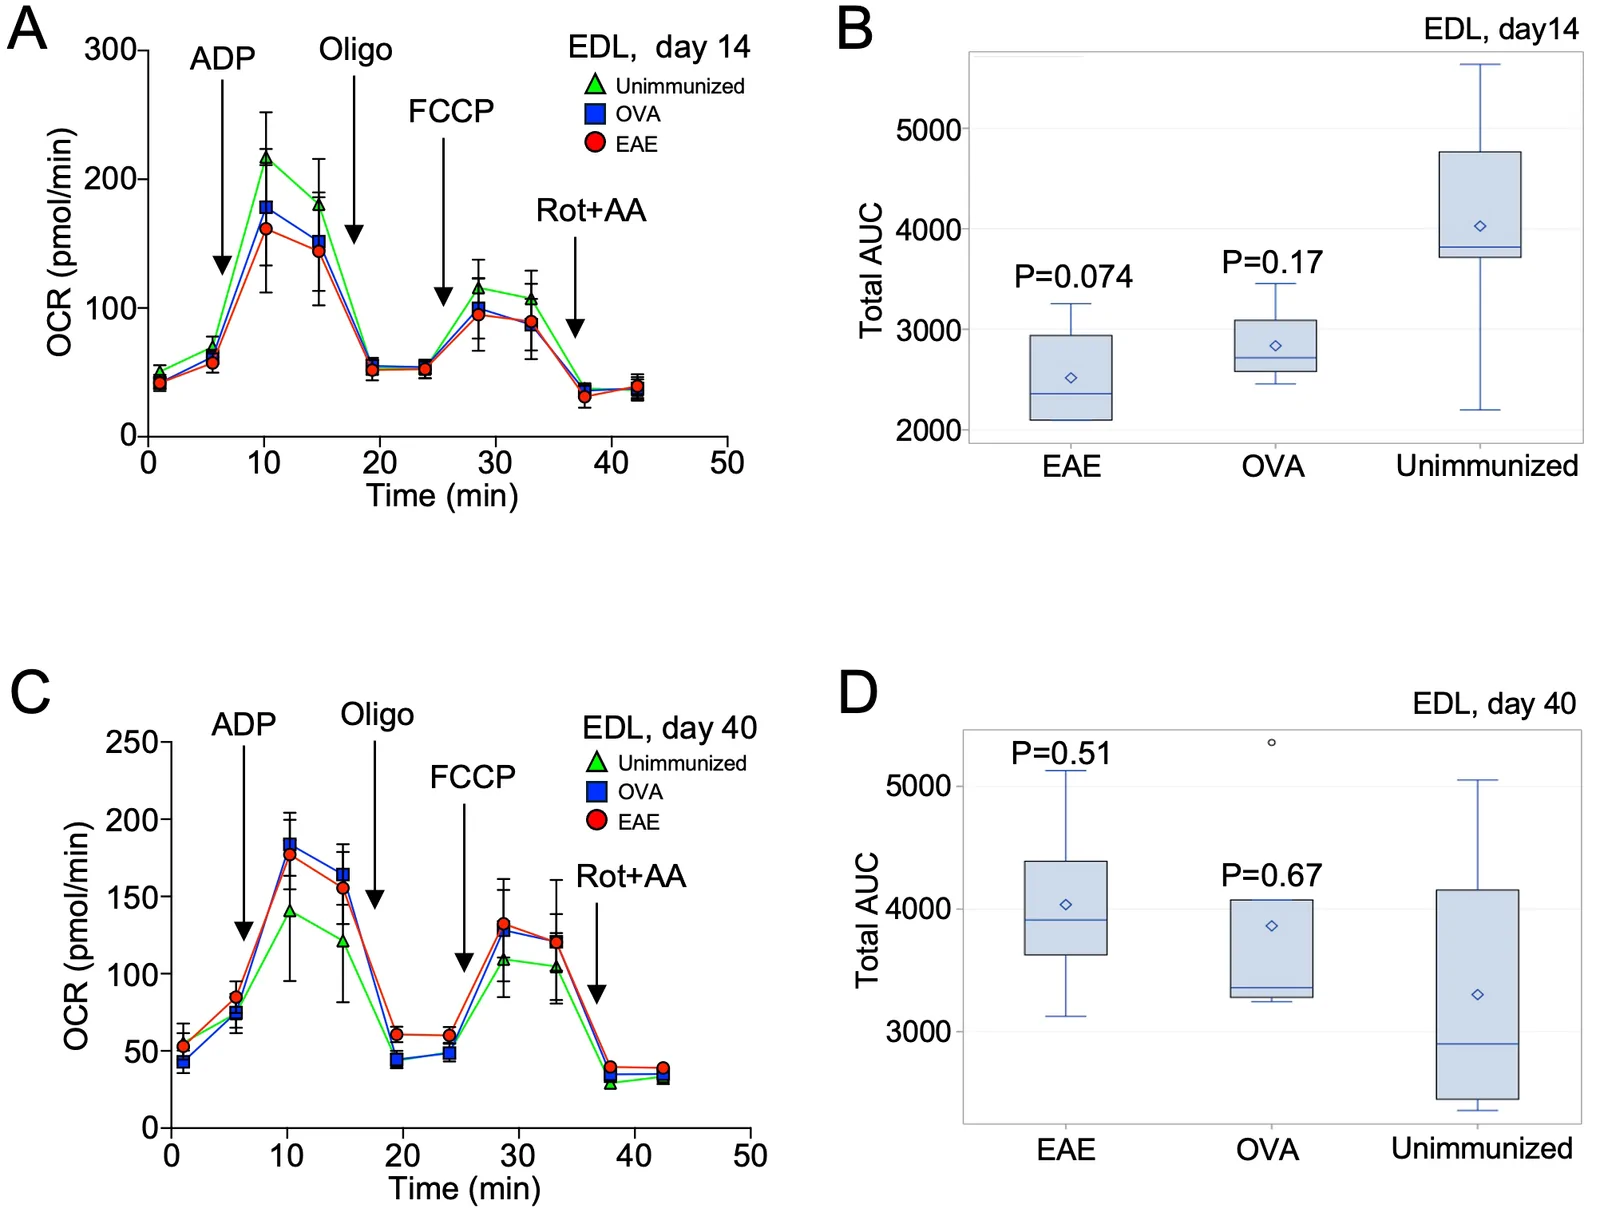
EAE at the peak phase but not the chronic remission phase reduces mitochondrial OCR of EDL muscle. Mitochondria were isolated from EDL muscles 14 days and 40 days following EAE induction, OVA immunization, or from mice without immunization. OCR was determined by Seahorse Mitochondria Stress Test. Combined results from 5 mice on day 14 **(A, B)** and day 40 **(C, D)** are shown. Statistical analysis was performed by comparing area under the curve (AUC) value of each group using ANOVA with Tukey-Kramer adjustment. On day 14, one outlier in EAE group and one outliner in OVA group were excluded during analysis.

### EAE-induced mice fatigue quicker in the running test during chronic remission phase

Finally, we asked whether the metabolic dysregulation and skeletal muscle phenotypes are correlated with physical fatigue in EAE induced mice. Unimmunized mice, OVA-immunized, and EAE-induced mice that recovered from EAE and did not show any physical disability symptoms at the end of the study were subjected to a treadmill fatigue test 45 days after EAE induction (illustrated in **Figure 6A**). The total run time and distance were then measured. Among 17 EAE induced mice that did not show any physical disability symptoms, two mice refused to run on the treadmill during the training period, indicating severe fatigue. These mice were excluded from the test. We found that both total run time and run distance were significantly decreased in EAE induced mice compared with unimmunized mice (**Figures 6B, C**). Intriguingly, the total run distance of the OVA-immunized mice was also decreased, indicating that CNS-independent immune activation also contributes to physical fatigue.

**Figure 6:**
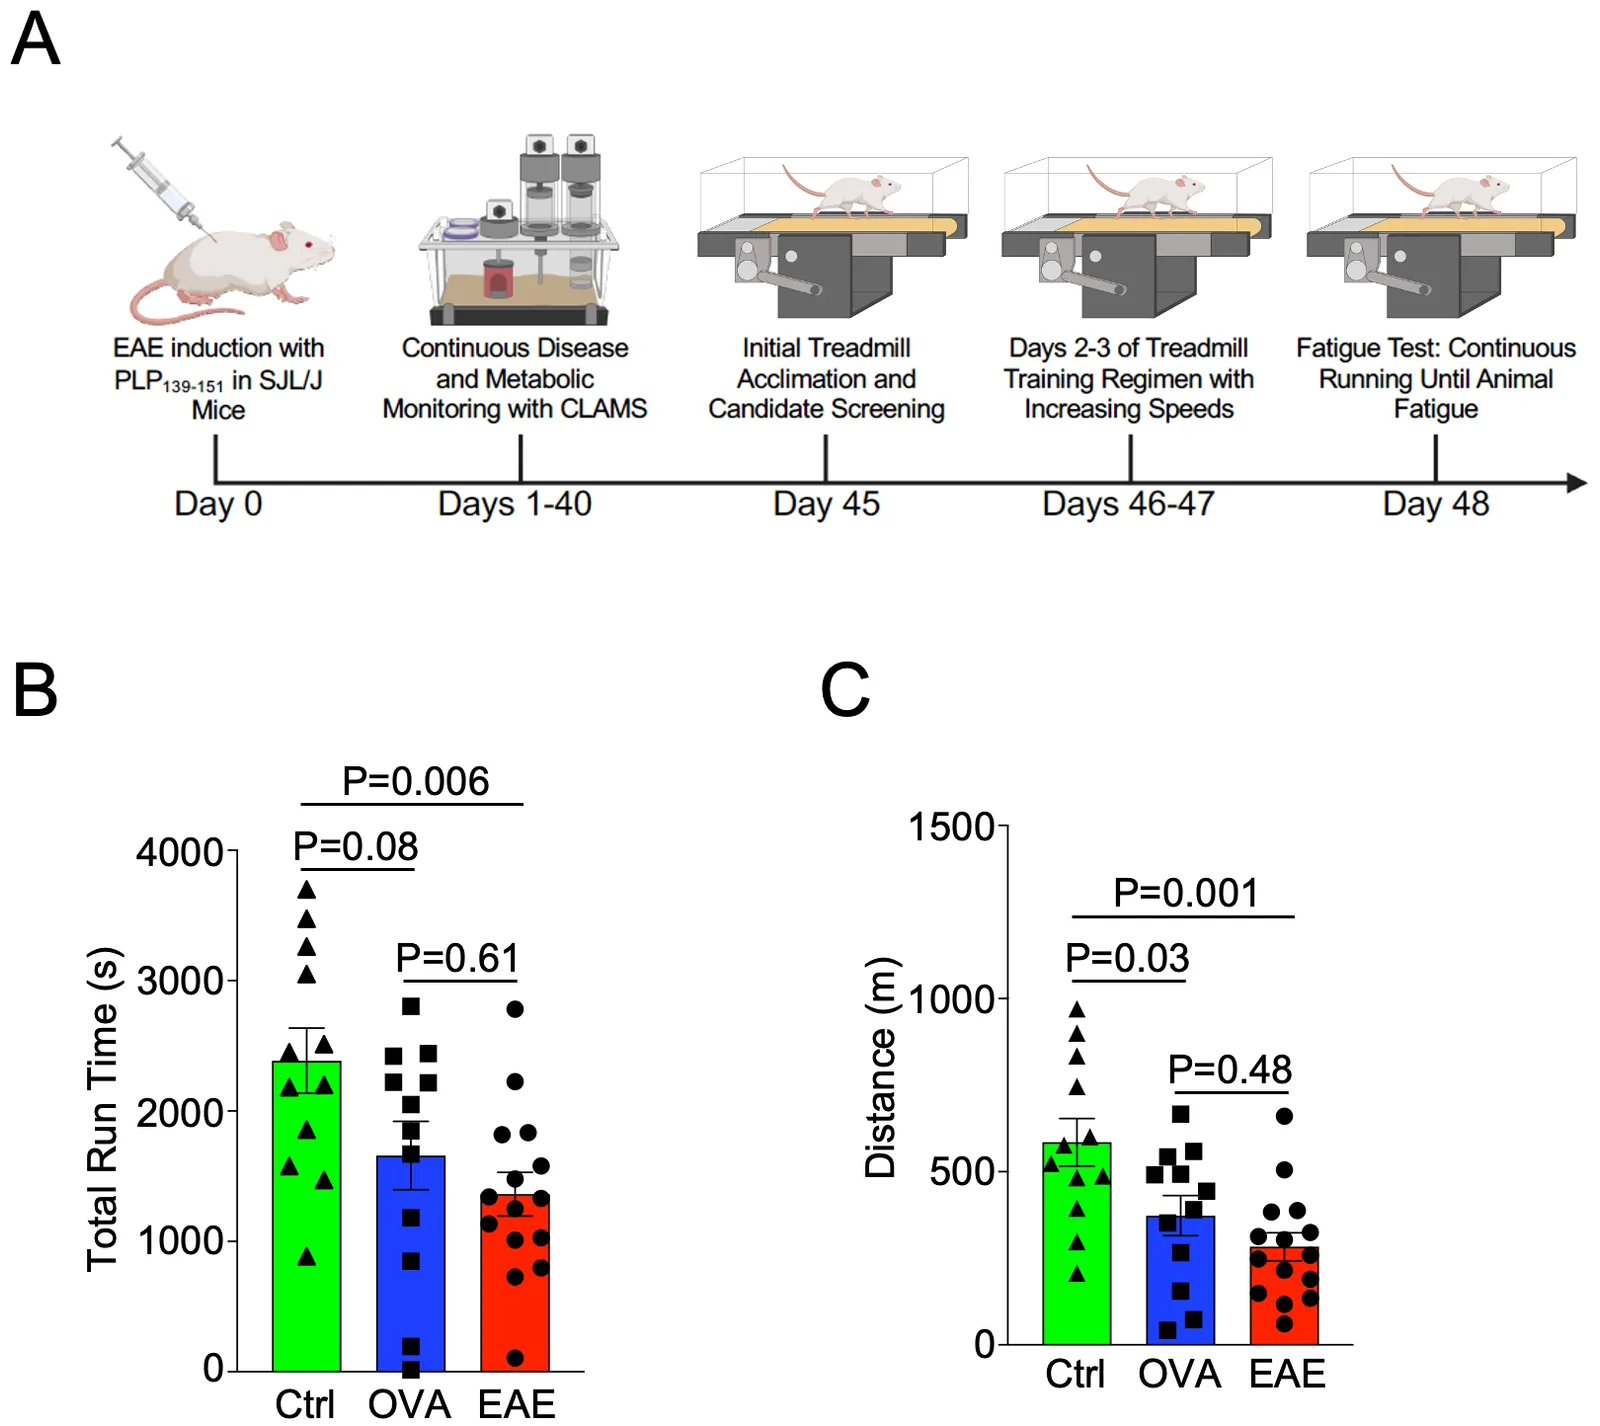
EAE-induced mice fatigue quicker in the running test during chronic remission phase. After 40 days monitoring in CLAMS, EAE-induced mice, OVA-immunized mice, and the unimmunized mice were subjected to treadmill fatigue test. **(A)** A graphic illustration showing the test timeline. The total running time **(B)** and running distance **(C)** were recorded. Statistical analysis was performed by one-way ANOVA and *post-hoc* analysis with Tukey’s test. n = 12 for Ctrl and OVA groups; n = 15 for EAE group. Created in BioRender. Moore, K. (2026) https://BioRender.com/uux5ihz.

## Discussion

Although fatigue is the most common symptom experienced by MS patients, the root cause of MS fatigue is not known. In addition, diagnosis of fatigue levels in MS patients is exclusively through self-evaluation using questionnaires such as the Modified Fatigue Impact Scale (MFIS). A key factor to improve our understanding on MS fatigue is to develop an animal model that can use objective parameters to evaluate fatigue levels and investigate the underlying cellular mechanisms. Our studies demonstrate that the RRMS model (SJL-PLP) of EAE is ideal for studying MS fatigue. Unlike the most commonly used EAE model in which C57BL/6 (B6) mice are immunized with myelin oligodendrocyte glycoprotein 35–55 peptide (MOG_35-55_) emulsified in CFA (B6-MOG), SJL-PLP EAE can be induced without pertussis toxin injection, resulting in transient, relatively mild EAE symptoms followed by an asymptomatic remission phase, whereas B6-MOG EAE induces acute demyelination, leading to severe, irreversible physical disabilities. To our knowledge, this is the first report comparing whole-body metabolism, skeletal muscle properties, gene expression, and mitochondrial capacity at different phases of EAE. Importantly, we demonstrated fatigue behavior at the remission phase of SJL-PLP EAE, which is independent of physical disabilities of the mice. A recent study using B6-MOG EAE model demonstrates that EAE induction reduces muscle force and fatigue phenotype, which is consistent with our conclusion (Boesch et al., 2025).

Immune activation is known to trigger metabolic reprogramming to meet a rapid increase of energy demands (Ganeshan and Chawla, 2014). In humans, heightened innate immunity correlates with chronic inflammation, fatigue and post-exertional malaise (Che et al., 2025). One important factor we considered was the effect of heat-killed *Mycobacterium* containing CFA induced activation of innate and adaptive immunity. Therefore, we included a group of SJL mice immunized with OVA emulsified in CFA (OVA-CFA) in our study to distinguish phenotypes caused by CNS-specific versus general immune response to OVA-CFA. OVA-CFA immunization unexpectedly reduced soleus muscle mass and force output of both EDL and soleus muscles 15 days post-immunization. The magnitude of reduction was comparable to the mice at the peak of EAE. In addition, OVA-CFA immunized mice had decreased total running distance in the treadmill fatigue test compared to unimmunized mice. These results indicate that CNS-independent immune activation impacts skeletal muscle strength and is a contributing factor of fatigue. However, mice immunized with OVA-CFA did not show whole-body metabolic alterations. There were also no changes in gene expression and mitochondrial capacity in EDL muscles dissected from OVA-CFA immunized mice. Thus, the effect of CFA is likely unrelated to metabolic dysfunction. In contrast, at the peak of EAE, EDL muscle fatigue correlates with a clear reduction of RER, suggesting that metabolic dysregulation was involved in EAE-induced muscle fatigue. 

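In EDL muscle of OVA-immunized against unimmunized mice on day 40, 0 of 8706 genes were called, and 272 had an unadjusted limma p below 0.05. The number stayed at 0 with every mouse left out except replicate 2 of the unimmunized mice, without which 1 gene was higher. On day 14, the only list of 29 past the adjusted threshold between OVA-immunized and unimmunized mice was that of fibroblast markers, which were lower by a difference of -0.28 (two-sided exact permutation test, p = 0.00794), with 10 of 11 genes lower, none called and 1 adjusted over the list alone. The interferon response differed by -0.80 (exact permutation p = 0.0317, adjusted p = 0.0891), with all 32 genes lower, 2 called and 9 adjusted over the list alone, and it passed after quantile normalization (-0.78). The genes of Fig. 4A, 4B and 4C differed on day 14 by -0.04, -0.07 and -0.06 (exact permutation p = 0.786, 0.754 and 0.73). On day 40 those of Fig. 4A and 4B differed by -0.06 and 0.06 (exact permutation p = 0.381 and 0.595). Those of Fig. 4C were lower by a difference of -0.30 (exact permutation p = 0.0238, adjusted p = 0.0797), with 14 of 16 genes lower, 0 called and 2 adjusted over the list alone, and they passed under camera but not under fry.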

In supporting of this notion, RNA-Seq analysis reveals that genes regulating cellular respiration and ATP synthesis, including the NDUF gene family that encodes subunits of mitochondrial complex I, were downregulated, suggesting EAE causes disruption within EDL muscles to assemble or maintain functionally healthy mitochondria.

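The NDUF family was followed through a list of 36 complex I subunits, of which 16 are shown in Fig. 4B. On day 14 its score was 7.15 ± 0.26 (SD, n = 5) in EAE-induced, 7.86 ± 0.31 in unimmunized and 7.85 ± 0.37 in OVA-immunized mice, with differences of -0.71 and -0.70 (two-sided exact permutation test, p = 0.0159, adjusted p = 0.0588 for each). All 36 genes were lower in both comparisons, 25 were called in each, and 26 and 25 adjusted over the list alone. In each comparison 4 of the 5 EAE-induced mice were below every mouse of the other group. With median-of-ratios scaling the differences were -0.80 and -0.79 and passed the adjusted threshold. The subunits not shown in Fig. 4B differed by -0.60 and -0.60 (exact permutation p = 0.0159). NDUFB10 (Entrez gene 68342, chromosome 17 from 24722060 to 24724478) fell from 772 ± 244 RPKM (SD, n = 5) in unimmunized mice to 357 ± 82.9 in EAE-induced mice, a log2 fold change of -1.09 (SE 0.22, limma adjusted p = 0.000839). NDUFB6 was at 172 ± 42.9 against 256 ± 48.3 RPKM (log2 fold change -0.58, SE 0.22, limma adjusted p = 0.0386), and its call was lost in 7 of 10 fits with a mouse left out. On day 40 the complex I score was 7.50 ± 0.19 (SD, n = 5) in EAE-induced, 7.24 ± 0.22 in unimmunized and 7.31 ± 0.04 in OVA-immunized mice. The differences were 0.26 and 0.19 (exact permutation p = 0.0952 and 0.0238, adjusted p = 0.2 and 0.0797), with 36 and 35 genes higher, 0 called and 0 adjusted over the list alone. The difference from unimmunized mice had an exact permutation p of 0.0317 without replicate 4 of the unimmunized mice.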

Our analysis on the chronic remission phase has provided novel insights into EAE-induced fatigue. During this phase, most mice did not display physical disabilities, yet their locomotive activities were significantly reduced compared to unimmunized or OVA immunized mice, suggesting chronic fatigue. The heightened RER in the EAE-induced mice was due to reduced oxygen consumption rather than carbon dioxide production, possibly indicating a reduction of mitochondria capacity. Although EDL and soleus muscle mass and force output returned to the level observed in unimmunized mice, EDL muscle fatigue persisted. Of note, our muscle fatigue assay was performed *ex vivo* through electrical stimulation, which is independent of neuronal transmission from the CNS. Thus, acute demyelination at peak of EAE causes chronic functional and metabolic dysfunctions of EDL muscles, which could partly explain the fatigue behavior in the treadmill running test. In conclusion, the SJL-PLP EAE model is well suited for investigating the underlying mechanisms of MS fatigue. In MS patients, the first physical attack and relapse may trigger a similar type of chronic metabolic changes, causing long-term fatigue. Future studies will determine the possibility of using whole-body metabolic data and skeletal muscle phenotypes (e.g., through muscle biopsies) as objective parameters to diagnose MS fatigue.

## Data Availability

The raw data supporting the conclusions of this article will be made available by the authors, without undue reservation. The datasets generated for this study are deposited in GEO, under the accession numbers GSE326115.

How the deposited data were processed for this re-analysis (not part of the article)

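EDL muscle of 30 mice was measured by RNA-Seq, with 5 unimmunized (Ctrl), 5 OVA-immunized and 5 EAE-induced mice on day 14 and as many on day 40. The authors prepared poly(A) libraries, sequenced them in paired-end reads, aligned the reads to mm10 with Subread, assigned them to RefSeq transcripts with featureCounts and computed RPKM. The authors deposited 1 table with the 21073 genes and the 30 mice, in which the values are log2(RPKM + 1): before deposition the authors normalized the reads of each gene by exon length and library size and took the log2 of the result plus 1, as the values themselves show. The largest value was 14.66 and 25.8% of the values were 0.0001, the value in place of a gene without a read. The table was first taken to hold RPKM; the whole multiples of single reads showed the log2 scale, and all values were converted back. In the symbol column 27 genes had been turned into dates and 715 were in lower case, and these were named by their Entrez identifiers. Exon lengths, GC content and coordinates (GRCm38, the same assembly as mm10) came from the reference annotation, with a length for 20964 genes (99.5%).

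The reads assigned to genes were estimated for each mouse from the RPKM of single reads and the exon lengths, with a median of 21.2M over all mice and 18.0M to 24.5M in single mice. The 10 most abundant genes of a mouse held 15.0% to 21.7% of the reads, with group medians of 20.5% (Ctrl), 19.0% (OVA) and 17.5% (EAE) on day 14 and of 20.7%, 20.9% and 21.2% on day 40. Over 8434 genes, the median squared difference between mice of 1 group was at least 5.19 times that of sampling alone. Counting error is therefore the smaller part of the differences between mice at these depths. Genes under 3 RPKM, where single reads weigh more, were left out of the gene tests. The Y-linked gene EIF2S3Y reached at most 0.147 RPKM in any mouse. No mouse was left out.

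Gene expression was compared in 6 comparisons (EAE vs. Ctrl, EAE vs. OVA and OVA vs. Ctrl on each day) with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with a mean-variance trend on log2(RPKM + 0.1), with the 15 mice of a day in 1 model. Genes with a mean above 3 RPKM in at least 1 of the compared groups were tested, and genes with a Benjamini-Hochberg adjusted p below 0.05 and a fold change above 1.5 were called. The change of an effect between the days was tested as an interaction in a model of all 30 mice. Genes named in the text were taken from a set fixed by a rule: every gene of Fig. 4 and of the NDUF family, every gene of the compiled lists, and in each comparison the 5 higher and the 5 lower called genes with the largest absolute log2 fold change among those whose groups do not overlap. EdgeR, which the authors used, works on read counts, which were not used here. On simulated values with 200 changed genes among 8578, the same model called 190 of them (95.0%) with 6 false calls and a median error of -0.002 on the log2 scale, and it called 0 of 8589 genes between unchanged groups. A simulated list of 20 changed genes had an exact permutation p of 0.00794 and an unchanged list 0.397. In these simulations each gene varied independently of the others. They therefore cannot show how often genes are called, or a list passes, when genes vary together across mice.

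Gene lists were scored in each mouse as the mean log2(RPKM + 0.1) of the members above 1 RPKM, and groups were compared by a two-sided exact permutation test. The lists, with the number of genes listed, were the genes of Fig. 4A (19), Fig. 4B (20) and Fig. 4C (16), and compiled lists of complex I (36), complexes II to V (40), mitochondrially encoded genes (13), the TCA cycle (17), fatty acid oxidation (18), glycolysis (18), ribosome biogenesis (49), cytosolic ribosomal proteins (83), complement (20), interferon response (46), collagen fibrils (24), NF-κB targets (30), immediate early genes (25), the response to denervation (22), atrophy ubiquitin ligases and FoxO targets (18) and the glucocorticoid response (18), and of markers of erythrocytes (7), adipocytes (10), slow fibres (10), fast fibres (12), tendon (10), endothelium (12), fibroblasts (11), macrophages (12), lymphocytes (12) and Schwann cells and myelin (10). Of the Fig. 4A, 4B and 4C genes, 10, 18 and 9 are also in a compiled list: 16 genes of complex I, 8 immediate early genes, 3 denervation genes and 1 gene each of complexes II to V, the TCA cycle, the glucocorticoid response and tendon are shown in Fig. 4. Of the compiled lists, collagen fibrils share 4 genes and fibroblasts 3 with another list. The complement, interferon response, NF-κB, denervation, glucocorticoid, adipocyte and tendon lists share 1 gene each. Markers of the other cell types are expressed in this muscle: for example, 12 of 12 endothelial and 11 of 12 macrophage markers exceeded 3 RPKM in unimmunized mice on day 14. A list of 14 neutrophil markers was compiled after the called genes of the OVA vs. Ctrl comparison on day 14 had been seen. The change of a list's effect between days was tested by permuting group labels within each day, which assumes no group effect on either day.

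Set tests across genes were camera and fry from limma and fgsea 1.28.0, which ranked genes by signal-to-noise ratio and permuted genes. Principal components were computed on the centred log2(RPKM + 0.1) of genes above 3 RPKM in at least 1 group of the day, and EAE-induced mice were compared with the other 10 mice by an exact permutation test. The alternatives were a pseudocount of 1, a filter of 1 RPKM, adjustment over all genes above 0, median-of-ratios scaling, quantile normalization, rescaling without the 10 most abundant genes, removal of a lowess trend on gene length, fits of the compared groups alone or of all 30 mice, calls without the fold-change threshold, robust eBayes, the replicate number as a block with and without the length correction, and leaving out each mouse. For lists they were also members above 3 RPKM, members not shown in Fig. 4, z-scores, Reactome sets in place of the list and the set tests, and for principal components unit variance and the 500 most variable genes. Removal of a trend on GC content, and leaving out mice for the principal components, the correlation between days and the overlap of calls, were chosen after seeing the data. The MSigDB gene sets that the authors tested were not used here. Figures were drawn with matplotlib 3.10.9, and tables were made with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.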

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

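Chosen only after the result was seen were the tests of scaling, transcript length, GC content and depth for the denervation response, those of the difference between the days, those of the erythrocyte markers, that of the share of abundant genes for the neutrophil genes, and the counts of other splits of the mice. The gene lists other than the neutrophil markers, the comparisons, the thresholds and the alternatives were chosen before the data were examined, apart from the GC correction and the leaving out of mice for the principal components, the correlation between the days and the overlap of calls, which were added afterwards.

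The effect of EAE on the EDL muscle differed between day 14 and day 40 for a large share of the genes. Against unimmunized mice, 2895 of 9013 tested genes had a lower and 1487 a higher log2 fold change on day 40 than on day 14, and against OVA-immunized mice 2145 and 993 of 8935 genes. In 100 splits of the mice within each day, the real one included, only the real one gave as many genes (1 of 100 for each comparison); the highest number in another split was 1277 and 956. The balance of directions depends on the scaling: with median-of-ratios scaling there were 2125 lower and 2005 higher genes against unimmunized mice and 1358 and 1426 against OVA-immunized mice. The paper's abstract sets the days against each other, with lower cellular respiration genes at the peak and a reversal in remission. The paper reports no test of the difference between the days.

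By list, the effect against unimmunized mice rose from day 14 to day 40 by 0.97 for complex I, 1.24 for the Fig. 4B genes of cellular respiration, 1.00 for complexes II to V, 0.50 for the TCA cycle, 0.40 for fatty acid oxidation, 0.94 for glycolysis, 1.45 for the interferon response, 1.10 for collagen fibrils, 2.62 for erythrocyte markers, 0.51 for fast fibre markers and 1.03 for fibroblast markers. It changed by -1.40 for the muscle differentiation genes of Fig. 4A, -0.60 for ribosome biogenesis, -2.23 for the denervation response, -0.98 for atrophy genes and -1.31 for the glucocorticoid response. Against OVA-immunized mice the rise was 0.89 for complex I, 1.11 for the Fig. 4B genes, 0.96 for complexes II to V, 0.33 for mitochondrially encoded genes, 0.65 for the TCA cycle, 0.46 for fatty acid oxidation, 0.78 for glycolysis, 0.81 for collagen fibrils, 3.73 for erythrocyte markers, 0.36 for fast fibre markers and 0.70 for fibroblast markers, and the change was -1.37 for Fig. 4A, -0.56 for ribosome biogenesis, -2.22 for the denervation response, -0.84 for atrophy genes and -0.89 for the glucocorticoid response. All of these passed the adjusted permutation test of the difference between the days (adjusted p of 0.00365 to 0.0495). Not all of them held under the 6 alternatives run. The glucocorticoid response against OVA-immunized mice no longer passed with median-of-ratios scaling (-0.76), quantile normalization (-0.76), the length correction (-0.77) or the GC correction (-0.78). With quantile normalization, the TCA cycle (0.36), collagen fibrils (1.14) and fast fibre markers (0.07) against unimmunized mice no longer passed, nor did collagen fibrils (0.87), mitochondrially encoded genes (-0.05) and fast fibre markers (-0.02) against OVA-immunized mice, the last 2 with the sign reversed. Mitochondrially encoded genes against OVA-immunized mice also did not pass after the length correction (0.11).

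For the cellular respiration genes, the difference between the days was not removed by median-of-ratios scaling (1.38), by the length correction (1.02) or by the GC correction (1.36), which argues against a few abundant genes, a length bias or a GC bias as its whole cause. A change of the muscle itself with the stage of the disease stays open as a hypothesis, as does a difference in how the mice of each day were kept or sampled, since each day holds other mice. Part of the change comes from the control groups, which scored lower on day 40 than on day 14.

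OVA-immunized mice also differed from unimmunized mice by day. The effect on the interferon response rose by 1.08 (permutation adjusted p = 0.0089) and on fibroblast markers by 0.33 (adjusted p = 0.0213), after differences of -0.80 and -0.28 on day 14 and of 0.28 and 0.05 on day 40. On day 14 the fibroblast score of all 5 OVA-immunized mice was below that of every unimmunized mouse. The rise stayed past the adjusted threshold under all 6 alternatives run, at 0.91 to 1.11 for the interferon response and 0.30 to 0.35 for fibroblast markers, among them the length correction (1.06 and 0.35) and the GC correction (1.11 and 0.35). Part of the rise for fibroblast markers came from the unimmunized mice, which received no CFA. From day 14 to day 40 their score changed by -0.20 (exact permutation p = 0.00794), and that of OVA-immunized mice by 0.13 (exact permutation p = 0.119). For the interferon response the changes were -0.22 and 0.86 (exact permutation p = 0.444 and 0.00794). No other explanation was tested. The time since immunization with CFA stays open, as does a difference in how the mice of each day were kept or sampled.

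Outside the pathways the paper discusses, the response to denervation was the strongest of the compiled lists that rose in EAE-induced mice on day 14, with a difference of 2.10 from unimmunized and 2.11 from OVA-immunized mice (exact permutation adjusted p = 0.0363 for each, higher in 5 of 5 mice). Its 22 genes include 3 of Fig. 4, and the genes not shown there differed by 1.89 and 1.92. The atrophy genes differed by 0.84 and 0.81 and the glucocorticoid response by 1.30 and 0.92, each with all 5 EAE-induced mice above the others. Against unimmunized mice 17, 11 and 11 genes of the denervation, atrophy and glucocorticoid lists were called higher and 1, 0 and 1 lower (18, 11 and 13 in either direction adjusted over the list alone), and against OVA-immunized mice 17, 8 and 10 higher and 1, 0 and 0 lower (18, 8 and 10 adjusted over the list alone). The denervation difference was 2.01 with median-of-ratios scaling, 1.98 after the length correction and 2.07 after the GC correction, against the abundant genes, length and GC content as its cause. OVA-immunized mice, whose median depth was lower than that of EAE-induced mice, differed from unimmunized mice by -0.01, against depth. A response of the muscle to loss of nerve input, disuse or stress hormones at the peak of EAE is a possible explanation; it was found and tested on the same data and remains a hypothesis, and the lists cannot separate these inputs from one another.

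Several marker lists were lower in EAE-induced mice on day 14, each in 5 of 5 mice. Against unimmunized and OVA-immunized mice the differences were -0.44 and -0.32 for fast fibre markers (3 genes called in each, 3 and 2 adjusted over the list alone), -0.93 and -0.77 for tendon markers (6 called lower and 1 higher in each, 7 and 7 adjusted over the list alone), -1.07 and -0.78 for fibroblast markers (10 and 7 called, 10 and 7 adjusted over the list alone) and -1.58 and -1.17 for the lymphocyte markers, of which 3 were expressed (1 and 2 called, 1 and 2 adjusted over the list alone). Fibroblast markers fell by more than endothelial markers, by a difference of -0.71 against unimmunized mice (exact permutation p = 0.00794) and -0.41 against OVA-immunized mice (p = 0.0238 by the same exact test). They fell by more than macrophage markers against unimmunized mice, by -0.37 (exact permutation p = 0.00794), but not against OVA-immunized mice (-0.12, exact permutation p = 0.381). This argues against a smaller share of all interstitial cells as the whole cause, since such a share would lower their markers alike. Fewer fibroblasts, or lower expression in them, may still be the source and was not tested.

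Erythrocyte markers were lower in EAE-induced than in OVA-immunized mice on day 14 by a difference of -3.58 (exact permutation adjusted p = 0.0363, lower in 5 of 5 mice, 5 of 5 genes called and 5 adjusted over the list alone). Part of this is a higher score of the OVA-immunized mice, which differed from unimmunized mice by 1.31 (exact permutation p = 0.0317, adjusted p = 0.0891; 5 of 5 genes higher, 0 called and 5 adjusted over the list alone). Reads shared between the near-identical haemoglobin genes are unlikely as the cause, since Alas2, which has no such copy, fell as well (-3.43). Less blood left in the dissected muscle of EAE-induced mice, or more in that of OVA-immunized mice, cannot be told apart from a change of the red cells themselves, because either moves all of these markers.

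Genes typical of neutrophils were higher in OVA-immunized than in unimmunized mice on day 14: the log2 fold changes were 5.03 for Ngp, 4.98 for S100A8, 4.57 for S100A9, 3.28 for LCN2 and 2.82 for Retnlg, each without overlap of the groups. The call of Retnlg was lost in 8 of 10 fits with a mouse left out. A lower share of the reads in the 10 most abundant genes could raise the other genes by a log2 of at most 0.04 between the mice of these groups, which argues against a shift of a few abundant genes. In a list of neutrophil markers outside these genes, compiled after the calls were seen, all 13 of the 14 genes above 0.1 RPKM were higher, by 1.94 on average (exact permutation p = 0.00794, higher in 5 of 5 mice), and the most abundant of them reached 5.57 RPKM. This is consistent with neutrophils, or their RNA, in the dissected muscle or its blood. The same markers were 1.26 higher in EAE-induced than in unimmunized mice (exact permutation p = 0.00794, 11 of 13 genes), and -0.68 in EAE-induced against OVA-immunized mice (exact permutation p = 0.0556).

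Single mice lay apart from their group in 8 of 198 combinations of a measure and a group, where about 10 are given by chance. The gap to the nearest mouse, as a share of the range of the group, was 0.762 for ribosome biogenesis in replicate 4 of the unimmunized mice on day 14 (score 3.39, others 3.22 to 3.26) and 0.740 for fibroblast markers in replicate 5 of the same group (5.98, others 5.85 to 5.88). It was 0.795 for the denervation response (2.45, others 2.66 to 2.71) and 0.750 for endothelial markers (3.65, others 4.08 to 4.23) in replicate 1 of the OVA-immunized mice on day 14. On day 40 it was 0.837 for slow fibre markers in replicate 5 of the EAE-induced mice (7.65, others 6.81 to 6.95), 0.775 for macrophage markers in replicate 5 of the unimmunized mice (3.57, others 3.14 to 3.24) and 0.841 for Schwann cell and myelin markers in replicate 5 of the OVA-immunized mice (2.97, others 2.41 to 2.50). The estimated reads of replicate 5 of the unimmunized mice on day 14 were 18.0M against 21.8M to 23.1M in the others, a gap of 0.746. No explanation was tested for these mice, and their number is no more than chance gives.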

How the results depend on the processing

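The GC correction, and leaving out mice for the principal components, the correlation between days and the overlap of calls, were chosen only after the results were seen; the other alternatives were not. Of the values recomputed for the main comparisons, 476 kept their direction and their side of the threshold, or stayed within 1.5 times the reported count, 72 passed a threshold that was not passed before, 18 no longer passed and 64 counts or values moved further. Among the values of single genes and of the other lists, 1396 stayed, 47 then passed, 161 no longer passed and 6 reversed, and in fits with a mouse left out 850 stayed, 8 then passed, 206 no longer passed and 4 reversed.

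On day 14 the counts of genes against unimmunized and OVA-immunized mice stayed within 1.5 times the reported ones under 13 of 14 alternatives each. Calls without the fold-change threshold were the exception, with 2529 higher and 1665 lower genes against unimmunized and 2064 and 1326 against OVA-immunized mice on day 14, and 25 and 204, and 5 and 50, on day 40; more genes pass by the construction of this alternative. Whether more genes were higher or lower depended on the scaling: 55.3% of the called genes were higher against unimmunized mice on day 14 as reported, 43.4% with median-of-ratios scaling, 46.6% with quantile normalization, 43.8% with the length correction and 44.2% with the GC correction, and against OVA-immunized mice 54.3%, 41.8%, 45.0%, 42.9% and 43.6%. The median log2 fold change of all tested genes against unimmunized mice went from 0.11 to 0.02, 0.03 and 0.02 under the first 3 of these.

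The small counts moved under most alternatives, and the cause was not tested unless stated. With a filter of 1 RPKM, OVA vs. Ctrl on day 14 gave 15 higher and 11 lower genes, EAE vs. OVA on day 40 gave 8 lower genes, and 5 genes were lower in both EAE comparisons on day 40. With quantile normalization the numbers were 7 lower (OVA vs. Ctrl, day 14), 4 lower (EAE vs. Ctrl, day 40), 0 higher and 2 lower (EAE vs. OVA, day 40), and 0 and 1 genes were higher and lower in both on day 40. With the length correction they were 10 lower (OVA vs. Ctrl, day 14), 2 higher and 12 lower (EAE vs. Ctrl, day 40), 1 and 4 (EAE vs. OVA, day 40), and 0 and 2 in both. With the GC correction they were 1 lower (OVA vs. Ctrl, day 14), 18 lower (EAE vs. Ctrl, day 40) and 0 and 2 (EAE vs. OVA, day 40). With median-of-ratios scaling they were 16 lower (EAE vs. Ctrl, day 40), 0 and 2 (EAE vs. OVA, day 40), and 0 and 1 in both. With a pseudocount of 1 they were 0 higher and 15 lower (EAE vs. Ctrl, day 40), 1 and 6 (EAE vs. OVA, day 40), and 0 and 2 in both. With adjustment over all genes above 0, EAE vs. OVA on day 40 gave 0 and 2; more genes are tested by construction. Fits of the compared groups alone gave 1 lower (OVA vs. Ctrl, day 14), 1 higher and 5 lower (EAE vs. Ctrl, day 40) and 1 lower (OVA vs. Ctrl, day 40); they rest on fewer mice by construction. With all 30 mice in 1 fit the numbers were 29 lower (OVA vs. Ctrl, day 14), 0 and 0 (EAE vs. Ctrl, day 40, 1136 at an unadjusted p below 0.05) and 0 and 1 (EAE vs. OVA, day 40). With the replicate number as a block they were 0 and 1 (EAE vs. Ctrl, day 40) and 0 and 0 (EAE vs. OVA, day 40, 1224 at an unadjusted p below 0.05); with the block and the length correction they were 2 lower (OVA vs. Ctrl, day 14), 0 and 1, and 0 and 0 (1122 at an unadjusted p below 0.05). The replicate numbers gave no consistent pairing: correlations between mice of the same number in different groups of a day ran from -0.72 to 0.688. OVA-immunized and EAE-induced mice on day 14 were an exception, at 0.008 to 0.688. Their mean was 0.279, against -0.064 for other numbers, so a pairing there cannot be excluded. In the other combinations of groups the mean was -0.22 to 0.031.

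The change of the EAE vs. OVA effect between the days had 1358 genes lower with median-of-ratios scaling and 1358 with quantile normalization, against 2145 as reported, and 1628 genes higher with the length correction, against 993. The changes of the EAE vs. Ctrl effect stayed within 1.5 times the reported counts under all 8 alternatives run. The correlation of the EAE effects between the days against unimmunized mice was -0.05 after the length correction, against -0.191.

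The muscle differentiation, cellular respiration, TNF-α signaling, ribosome biogenesis, glycolysis and interferon lists kept their direction on day 14 against unimmunized mice under all alternatives run, and passed under all but camera with an estimated correlation. Under that test the adjusted p was 0.348 for Fig. 4A, Fig. 4B, ribosome biogenesis and glycolysis in both comparisons, 0.348 for complement and the interferon response against unimmunized mice, 0.353 for fatty acid oxidation and 0.37 for the interferon response against OVA-immunized mice, and 0.37 and 0.348 for Fig. 4C against unimmunized and OVA-immunized mice. With Reactome sets, complement against unimmunized mice (-0.60, exact permutation adjusted p = 0.0564) and the interferon response against OVA-immunized mice (-0.33, adjusted p = 0.0877) no longer passed, and the latter had an adjusted p of 0.0591 under fry. The cause was not tested.

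Complex I on day 14 passed, against unimmunized and OVA-immunized mice, with quantile normalization (-0.68 and -0.68, exact permutation adjusted p = 0.0314), the length correction (-0.60 and -0.65, 0.0314), the GC correction (-0.78 and -0.77, 0.0282), median-of-ratios scaling (-0.80 and -0.79, 0.0282), rescaling without the 10 most abundant genes (-0.76 and -0.74, 0.0329) and the Reactome set (-0.60 and -0.64, 0.0354), and under fry (adjusted p of 0.0102 and 0.00975). On day 40 against OVA-immunized mice it passed with the GC correction (0.23), median-of-ratios scaling (0.23), rescaling (0.19) and z-scores (0.88, adjusted p = 0.0373). The reported adjusted p of 0.0588 is the step next to the smallest that the exact test allows, so small shifts of the order of the mice move it over the threshold. Fatty acid oxidation against unimmunized mice passed with quantile normalization (-0.33) and under fry (0.0274). Complement against OVA-immunized mice passed with quantile normalization (-0.74), the length correction (-0.75), the GC correction (-0.76), median-of-ratios scaling (-0.77) and under fry (0.00305). The interferon response between OVA-immunized and unimmunized mice on day 14 passed with quantile normalization (-0.78), the GC correction (-0.82, adjusted p = 0.0476) and under fry (0.035). On day 40 against OVA-immunized mice, Fig. 4B passed with the GC correction (0.26) and median-of-ratios scaling (0.26), and Fig. 4C with the GC correction (0.61), median-of-ratios scaling (0.62, adjusted p = 0.0493) and under fry (0.0197). The cause was not tested.

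Among the set tests across genes, camera with a correlation of 0.01 passed more lists than the permutation test in each comparison. With an estimated correlation it passed 0. On day 40 against unimmunized and OVA-immunized mice, camera with a correlation of 0.01 gave adjusted p of 0.0137 and 0.000513 for the Fig. 4A genes, 1.53e-09 and 6.37e-09 for the Fig. 4B genes, 7.96e-15 and 6.62e-13 for complex I and 0.000644 and 5.26e-12 for Fig. 4C. On day 14 it gave 4.13e-11 and 4.9e-13 for complex I, 0.0024 for fatty acid oxidation against unimmunized mice, 4.25e-06 for complement against OVA-immunized mice and 1.29e-15 for the interferon response between OVA-immunized and unimmunized mice. With the replicate block these were, in the same order, 0.0074 and 9.81e-05, 3.14e-09 and 1.44e-08, 1.78e-14 and 1.26e-12, 0.000313 and 1.78e-14, 8.97e-14 and 7.91e-16, 0.00375, 5.43e-06 and 5.37e-15. Gene-ranking enrichment (fgsea) gave normalized scores of 1.70 and 2.22, 3.19 and 3.32, 3.73 and 3.39, 2.59 and 3.21, -3.09 and -2.99, -1.85, -2.46 and -2.89, with adjusted p from 5.33e-20 to 0.0276. These tests take genes, not mice, as the units, so their p can differ from that of the permutation test in either direction. On day 40 against unimmunized mice, camera with the preset correlation gave a larger p for the denervation response (0.725, exact permutation p = 0.0317). The same held for the atrophy genes (camera p = 0.403, exact permutation p = 0.0159).

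The mitochondrially encoded genes reversed against unimmunized mice on day 14, from -0.02 to 0.25 with quantile normalization and 0.17 with the length correction, and against OVA-immunized mice from -0.28 to 0 with quantile normalization. The denervation response against unimmunized mice on day 40 was in the other direction under camera (adjusted p = 0.793), camera with the replicate block (0.784) and camera with an estimated correlation (0.861). The cause was not tested.

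With a mouse left out, the exact test of 4 against 5 mice cannot go below 0.0159 and cannot pass the adjustment, so list results were read at an unadjusted p of 0.05. The lists run in this way that passed on day 14 against unimmunized or OVA-immunized mice stayed under it in all fits. Fig. 4A against OVA-immunized mice on day 40 ranged from 0.14 to 0.31 and was under 0.05 only without EAE_D40 replicate 2 (0.31). Fig. 4B on day 40 ranged from 0.20 to 0.36 against unimmunized mice, under 0.05 only without Ctrl_D40 replicate 4 (0.36), and from 0.15 to 0.27 against OVA-immunized mice, no longer under 0.05 without OVA_D40 replicate 1 (0.22), replicate 3 (0.21) or replicate 4 (0.20) or EAE_D40 replicate 1 (0.15), replicate 2 (0.25), replicate 3 (0.17) or replicate 5 (0.25). Complex I against unimmunized mice on day 40 ranged from 0.19 to 0.34, under 0.05 only without Ctrl_D40 replicate 4 (0.34). The interferon response between OVA-immunized and unimmunized mice on day 14 ranged from -0.97 to -0.60 and was not under 0.05 without Ctrl_D14 replicate 1 (-0.73), replicate 3 (-0.84), replicate 4 (-0.60) or replicate 5 (-0.86) or OVA_D14 replicate 1 (-0.72) or replicate 4 (-0.75). The mitochondrially encoded genes against unimmunized mice ranged from -0.19 to 0.06 and reversed without Ctrl_D14 replicate 2 (0.06), Ctrl_D14 replicate 3 (0.06), Ctrl_D14 replicate 5 (0.02) and EAE_D14 replicate 2 (0.01).

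Counts with a mouse left out ranged from 5 to 8 higher and 0 to 4 lower genes for OVA vs. Ctrl on day 14 (5 higher without Ctrl_D14 replicate 4, 0 lower without Ctrl_D14 replicate 3, Ctrl_D14 replicate 4 or OVA_D14 replicate 2). On day 40 they ranged from 0 to 21 and 1 to 181 for EAE vs. Ctrl (21 and 181 without Ctrl_D40 replicate 4, 0 and 1 without EAE_D40 replicate 3), from 0 to 3 and 2 to 21 for EAE vs. OVA (1 and 21 without OVA_D40 replicate 1) and from 0 to 1 higher for OVA vs. Ctrl (1 without Ctrl_D40 replicate 2). Against unimmunized mice on day 14 the lowest count of higher genes was 999, without Ctrl_D14 replicate 1. The separation of EAE-induced mice on day 40 ranged from 1.05 to 1.38 SD on PC1 (1.05 without EAE_D40 replicate 3, p = 0.0639 by the permutation test) and from 1.12 to 1.51 SD on PC2 (1.12 without EAE_D40 replicate 2, p = 0.0859 by the permutation test), and PC2 with the 500 most variable genes gave 0.60 SD (exact permutation p = 0.289). The correlation between the days ranged from -0.265 to -0.072 against unimmunized and from -0.071 to 0.111 against OVA-immunized mice, highest in each without EAE_D40 replicate 1. Genes called in both EAE comparisons on day 40 ranged from 0 to 1 higher and 0 to 9 lower (0 lower without EAE_D40 replicate 3). Depth limits few of these results: the tested genes lie above 3 RPKM, and variation between mice exceeds the sampling noise. All alternatives set before the data were examined were run.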

Differences from the paper's values

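No test in this part was chosen after a result was seen, apart from the GC correction. The paper gives the numbers of differentially expressed genes in Fig. 3, where they were read by eye.

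On day 14, 4 genes were called lower in OVA-immunized than in unimmunized mice, against the paper's about 1 in Fig. 3, read by eye. Among the alternatives set before the data were examined, the fit of the compared groups alone and the fits without Ctrl_D14 replicate 1 or without OVA_D14 replicate 1 gave 1 gene each, which falls within the paper's value, and the others did not; the GC correction, chosen after seeing the values, also gave 1. On day 40, 6 genes were called higher and 34 lower in EAE-induced than in unimmunized mice, against the paper's about 0 and about 2 in Fig. 3, read by eye. The higher number was 0 with a pseudocount of 1 and with all 30 mice in 1 fit. It was also 0 with the replicate block, with or without the length correction, and without Ctrl_D40 replicate 3 or EAE_D40 replicate 3. It differed under the other alternatives set before the data were examined. The lower number matched the paper's under none of these alternatives, but some came near it. It was 4 with quantile normalization and 1 with the replicate block, with or without the length correction. It was 1 without EAE_D40 replicate 3 and 0 with all 30 mice in 1 fit. The others gave 5 to 204. Against OVA-immunized mice on day 40, 3 genes were called higher and 15 lower, against the paper's about 6 and about 35 in Fig. 3, read by eye. Without the fold-change threshold the numbers were 5 and 50 and fell within 1.5 times the paper's; no other alternative set before the data were examined closed either gap. The 6 higher and 34 lower genes found here against unimmunized mice are close to the about 6 and about 35 that Fig. 3 gives against OVA-immunized mice; whether the comparisons are named alike was not tested, and if they are not, both of these gaps would change. Between OVA-immunized and unimmunized mice on day 40, 0 genes were called lower (272 in either direction at an unadjusted p below 0.05), against the paper's about 2 in Fig. 3, read by eye; none of the alternatives set before the data were examined closed this gap, and the fit of the compared groups alone gave 1.

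Some directions the paper states were not past the threshold of the list test. The paper ranked genes in GSEA with whole MSigDB gene sets, while the list test compared mice on the genes of Fig. 4 or compiled lists. As reported here, only the smallest exact permutation p of 0.00794 passed the adjustment, and the next step of 0.0159 gave 0.0588. A list that did not pass therefore does not contradict the paper. The paper describes the muscle differentiation pathway as higher than in OVA-immunized mice on day 40; the Fig. 4A genes differed by 0.24 (exact permutation p = 0.103, adjusted p = 0.211). The paper describes cellular respiration as higher on day 40; the Fig. 4B genes differed by 0.28 from unimmunized mice (exact permutation p = 0.111, adjusted p = 0.222) and by 0.22 from OVA-immunized mice (exact permutation p = 0.0476, adjusted p = 0.127), and all 20 genes were higher in both comparisons. The paper describes TNF-α signaling as higher on both days; the Fig. 4C genes passed on day 14 and differed on day 40 by 0.28 from unimmunized mice (exact permutation p = 0.206, adjusted p = 0.355) and by 0.58 from OVA-immunized mice (exact permutation p = 0.0159, adjusted p = 0.0588). Each of these lists passed an adjusted p of 0.05 on day 40, in both comparisons, with gene-ranking enrichment (fgsea). They also passed with camera at a preset correlation of 0.01, with and without the replicate block. The study chose these genes on the same samples, so these passes are not independent evidence. The difference of the Fig. 4C genes from OVA-immunized mice also passed under fry and with median-of-ratios scaling, and that of the Fig. 4B genes with median-of-ratios scaling; both passed with the GC correction, which was chosen after seeing the values. The paper describes the NDUF genes as lower on day 14; the complex I list differed by -0.71 and -0.70 (exact permutation adjusted p = 0.0588 for each), with 25 of 36 genes called lower in each comparison, and it passed under 10 of 15 alternatives against each group. The paper's Results describe a minimal impact of OVA immunization on gene expression, with about 7 higher genes in Fig. 3, read by eye, where 8 were called here; only its Discussion states no changes.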

Other observations

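The counts of other splits and the test of a length-related difference between the days were chosen only after the results were seen.

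The mice of each comparison were split into groups of 5 and 5 in 100 of the possible ways, the real one included. As many genes as in the real split were called in 1 of 100 splits for EAE vs. Ctrl and in 1 of 100 for EAE vs. OVA on day 14, with at most 682 and 711 genes in the other splits. For OVA vs. Ctrl on day 14 it was 3 of 100, with up to 864 genes in another split. On day 40, 5 of 100 splits called at least the 40 genes of EAE vs. Ctrl, with up to 189 genes in another split, so the real split was among the highest but did not stand apart from the others; the median of the others was 0 genes, and 8 of them called any gene. For EAE vs. OVA on day 40 only the real split, 1 of 100, called as many as 18 genes, and the highest other number was 3. For OVA vs. Ctrl on day 40, where 0 genes were called (272 at an unadjusted p below 0.05), all 100 splits gave as many.

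Several explanations for the patterns at the claims were tested. The cellular respiration genes of Fig. 4B remained lower in EAE-induced than in unimmunized mice on day 14 after the length correction (-0.86) and with median-of-ratios scaling (-1.06), which argues against a length bias and a shift of a few abundant genes as the whole cause. On day 40 the difference from unimmunized mice was 0.28 before and 0.16 after the length correction, and neither passed the exact permutation test, so a length bias cannot be told apart from a difference of the muscle there. For the muscle differentiation genes of Fig. 4A, slow muscle, tendon, fat or blood in the dissected sample is unlikely as the source on day 14, since the highest difference among the markers of slow fibres, tendon, adipocytes and erythrocytes was -0.37. The collagen genes are unlikely to be lower in EAE-induced mice on day 14 only through a smaller share of all interstitial cells. Fibroblast markers fell by more than endothelial markers, by -0.71 against unimmunized mice. Of these markers, 3 are also collagen genes; without them the difference was -0.78 (exact permutation p = 0.00794), a test added after the result was seen. Against OVA-immunized mice the same 8 markers did not fall by more than macrophage markers (-0.12, exact permutation p = 0.357). For the lower interferon and complement genes these tests cannot decide, because they compare markers of cell types with one another. Against unimmunized and OVA-immunized mice complement differed by -0.64 and -0.69 and macrophage markers by -0.70 and -0.67. A smaller share of macrophages therefore stays open for complement. For the TNF-α signaling genes of Fig. 4C on day 40, an immediate early response, such as to handling or dissection, may contribute: immediate early genes outside Fig. 4C were 0.35 higher in EAE-induced than in OVA-immunized mice (exact permutation p = 0.0873), while NF-κB targets differed by -0.12. The 2 sources cannot be told apart, because the difference of the immediate early genes is within the spread of the mice.

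The control groups moved between the days. The Fig. 4B genes scored 8.08 on day 14 and 7.39 on day 40 in unimmunized mice, a difference of -0.69 (exact permutation p = 0.0159, 4 of 5 mice below every mouse of day 14), and -0.56 in OVA-immunized mice (exact permutation p = 0.00794, 5 of 5 mice), while they rose by 0.55 in EAE-induced mice (exact permutation p = 0.0159). For complex I the differences were -0.62, -0.54 and 0.35, for complexes II to V -0.64, -0.59 and 0.37, and for glycolysis -0.38, -0.21 and 0.56. The EAE-induced mice of day 40, at 7.66, thus scored below the unimmunized mice of day 14. Cytosolic ribosomal proteins, whose transcripts are short like those of the respiratory subunits, also fell from day 14 to day 40, by differences of -0.77 in unimmunized, -0.62 in OVA-immunized and -0.95 in EAE-induced mice. A length-related difference between the libraries of the 2 days may therefore contribute to the lower respiration score of the controls and cannot be told apart from age or housing, since each day holds other mice. The comparisons within a day are not affected by a difference that all mice of a day share.

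The remaining lists gave these differences between EAE-induced and unimmunized, and EAE-induced and OVA-immunized mice on day 14: -0.41 and -0.50 for adipocyte markers (exact permutation p = 0.0952 and 0.0873; 1 and 2 genes called lower, 1 and 2 adjusted over the list alone), -0.37 and -0.37 for slow fibre markers (p = 0.0317 for each, adjusted p = 0.0891; 1 gene called higher and 4 lower in each, 5 and 5 adjusted over the list alone), -0.36 and -0.37 for endothelial markers (p = 0.0317 and 0.0238; 4 and 2 called, 4 and 2 adjusted over the list alone) and -0.16 and -0.23 for Schwann cell and myelin markers (p = 0.135 and 0.46; 0 called, 0 adjusted over the list alone), all by the exact permutation test. Erythrocyte markers differed by -2.27 between EAE-induced and unimmunized mice (exact permutation p = 0.0159, adjusted p = 0.0588). On day 40 the denervation response differed by -0.13 and -0.11 (exact permutation p = 0.0317 and 0.0556, adjusted p = 0.0891 and 0.142) and the atrophy genes by -0.13 and -0.03 (exact permutation p = 0.0159 and 0.333, adjusted p = 0.0588 and 0.509). Endothelial markers were lower in EAE-induced than in OVA-immunized mice on day 40 by a difference of -0.25 (exact permutation p = 0.0159, adjusted p = 0.0588). In 4 of 5 mice they were below every OVA-immunized mouse. The difference passed under fry (adjusted p = 0.011) and under camera with the preset correlation (adjusted p = 9.46e-05). It did not pass under camera with an estimated correlation (adjusted p = 0.348). No explanation was tested for these.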
